# PGC-1β maintains mitochondrial metabolism and restrains inflammatory gene expression

**DOI:** 10.1038/s41598-022-20215-6

**Published:** 2022-09-26

**Authors:** Hannah Guak, Ryan D. Sheldon, Ian Beddows, Alexandra Vander Ark, Matthew J. Weiland, Hui Shen, Russell G. Jones, Julie St-Pierre, Eric H. Ma, Connie M. Krawczyk

**Keywords:** Cell biology, Immunology, Innate immune cells

## Abstract

Metabolic programming of the innate immune cells known as dendritic cells (DCs) changes in response to different stimuli, influencing their function. While the mechanisms behind increased glycolytic metabolism in response to inflammatory stimuli are well-studied, less is known about the programming of mitochondrial metabolism in DCs. We used lipopolysaccharide (LPS) and interferon-β (IFN-β), which differentially stimulate the use of glycolysis and oxidative phosphorylation (OXPHOS), respectively, to identify factors important for mitochondrial metabolism. We found that the expression of peroxisome proliferator-activated receptor gamma co-activator 1β (PGC-1β), a transcriptional co-activator and known regulator of mitochondrial metabolism, decreases when DCs are activated with LPS, when OXPHOS is diminished, but not with IFN-β, when OXPHOS is maintained. We examined the role of PGC-1β in bioenergetic metabolism of DCs and found that PGC-1β deficiency indeed impairs their mitochondrial respiration. PGC-1β-deficient DCs are more glycolytic compared to controls, likely to compensate for reduced OXPHOS. PGC-1β deficiency also causes decreased capacity for ATP production at steady state and in response to IFN-β treatment. Loss of PGC-1β in DCs leads to increased expression of genes in inflammatory pathways, and reduced expression of genes encoding proteins important for mitochondrial metabolism and function. Collectively, these results demonstrate that PGC-1β is a key regulator of mitochondrial metabolism and negative regulator of inflammatory gene expression in DCs.

## Introduction

Numerous studies in recent years have established cellular metabolism as an essential regulator of immune cell function and activation^1–3^. Two of the main ATP-generating pathways are glycolysis, which occurs in the cytosol, and oxidative phosphorylation (OXPHOS), which takes place in the mitochondria. During mitochondrial metabolism, the tricarboxylic (TCA) cycle produces reducing agents that fuel the electron transport chain (ETC) with oxygen as the final electron acceptor, thus consuming oxygen in the process of OXPHOS.

The peroxisome proliferator-activated receptor gamma coactivator 1 (PGC-1) group of transcriptional co-activators are major regulators of mitochondrial metabolism. This group comprises PGC-1α and PGC-1β, which are close homologs, and a less closely related member PGC-related coactivator (PRC)^4^. PGC-1 proteins interact with and promote the activity of several transcription factors—including but not limited to PPARα/β/δ/γ, NRF1/2, ERRα/β/γ, and SREBP1a/1c/2—that regulate mitochondrial metabolism, lipid metabolism, and other aspects of cellular metabolism (reviewed in^4^). PGC-1α and PGC-1β regulate the expression of overlapping sets of genes but can have distinct functions in different tissues. For example, in the liver, PGC-1α enhances the expression of genes for gluconeogenesis in response to fasting, while PGC-1β has a key role in lipogenesis and lipoprotein secretion in response to dietary fats^5,6^. In addition, PGC-1β promotes cellular respiration that is more highly coupled to energy production in myoblasts compared to PGC-1α^7^.

Existing studies on PGC-1 proteins in the context of immunity have largely been focused on PGC-1α, with a relatively small number on PGC-1β. For example, PGC-1α is important for promoting anti-tumor immunity by enforcing mitochondrial biosynthesis and metabolic fitness in T cells^8,9^. In exhausted virus-specific T cells, overexpression of PGC-1α similarly helps reverse some of their metabolic defects and counteract exhaustion^10^. PGC-1β is known, however, to promote oxidative metabolism to drive alternative activation (required for modulating inflammation and tissue repair) in response to IL-4 in macrophages^11^.

Dendritic cells (DCs) are innate immune cells that are found in most tissues throughout the body, constantly patrolling and sampling their microenvironment. At steady state, DCs engage both glycolysis and oxidative metabolism^1^. Upon Toll-like receptor (TLR) stimulation, DCs are known to rapidly upregulate their glycolytic activity, which is required for optimal DC activation^12^. At late-stage activation, glycolysis maintains survival of TLR-activated DCs^1^. Conversely, an increase in fatty acid oxidation (FAO) drives the generation of tolerogenic DCs^13,14^. While the role of glycolysis in regulating DC function has been well-studied^1,12,15^, the role of mitochondrial metabolism in DCs requires more extensive investigation. Here, we characterized the metabolic and transcriptional changes that occur in DCs treated with lipopolysaccharide (LPS), a bacterial component that induces glycolysis in DCs^1,12^, or interferon- β (IFN-β), an antiviral mediator. We found that PGC-1β gene expression dramatically decreases with LPS stimulation, but levels are largely maintained in IFN-β-treated cells. PGC-1β deficiency impairs ATP production by oxidative metabolism and shifts the bioenergetic balance towards glycolysis. Gene expression analyses reveals that PGC-1β loss in DCs leads to an increase in inflammatory genes, and reduced expression of genes encoding proteins important for optimal mitochondrial function, including the TCA cycle, respiratory electron transport, and cristae formation. In all, we demonstrate the importance of PGC-1β in the maintenance of oxidative metabolism and bioenergetic capacity, and for limiting the activation state of DCs.

## Results

### Comparing metabolite and gene expression profiles of metabolically distinct DCs

To compare metabolite levels and gene expression in metabolically distinct cells, we used the bacterial component, LPS, and the antiviral mediator, IFN-β. We measured the extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) of these cells using the Seahorse bioanalyzer, with sequential treatments with mitochondrial drugs to determine parameters of mitochondrial function. The results show that LPS- and IFN-β-treated DCs have contrasting bioenergetic profiles (Fig. 1a), with LPS-activated cells not using OXPHOS and therefore not responding to inhibitors and activators of mitochondrial respiration, as previously established^16^ and IFN-β-treated DCs having greater maximal respiration than unstimulated DCs (Fig. 1a, left). ECAR for LPS-activated cells was greater than unstimulated cells, which is in line with previous results^1,12^, while ECAR was not changed with IFN-β treatment (Fig. 1a, right).

**Figure 1:**
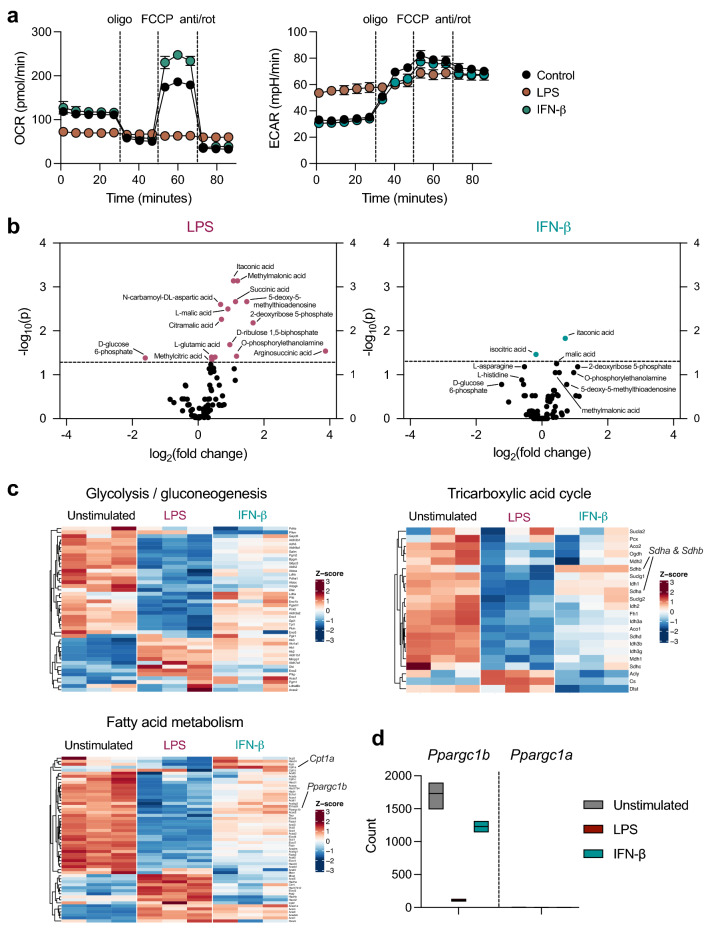
Comparing metabolite and gene expression profiles of metabolically distinct DCs. DCs were stimulated with LPS (100 ng/mL) or IFN-β (1000 U/mL) for 18 h and the (**a**) OCR (left) and ECAR (right) were measured by Seahorse bioanalyzer over time with sequential treatments with oligomycin (oligo), FCCP, and antimycin and rotenone (anti/rot). (**b**) Volcano plot of data significance (-log_10_(p)), with a dotted line at *p* = 0.05, versus log_2_(fold change) for changes in metabolite relative abundance in LPS-activated DCs (left) and IFN-β-treated (right) compared to unstimulated DCs. (**c**) Heat maps of expression of genes related to KEGG pathways of glycolysis/gluconeogenesis, tricarboxylic acid cycle, and fatty acid metabolism, by unstimulated DCs, or DCs activated with LPS or IFN-β for 6 h. (**d**) Raw counts from RNA sequencing data of *Ppargc1b* and *Ppargc1a.* Data in (**a**) are of one experiment representative of at least three experiments (mean and s.d. of five replicates).

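RNA was sequenced from DCs grown from mouse bone marrow with GM-CSF and harvested after 6 h without stimulation, with LPS at 100 ng/mL or with IFN-β at 1000 U/mL. LPS is a component of the bacterial outer membrane that activates DCs through a Toll-like receptor, and IFN-β is a type I interferon. Each of the 3 groups had 3 libraries, which carry the letters A, B and C, so that 9 libraries were analysed. The authors removed ribosomal RNA when they made the libraries, trimmed and mapped the reads, and deposited the raw number of counts on each gene in each library, without normalization. Between 33425803 and 35877346 counts per library were assigned to genes in unstimulated DCs (median 35134316). The range was 36115384 to 41015280 in LPS-activated DCs (median 38727089) and 36843765 to 43735199 in IFN-β-treated DCs (median 36948074). Of the 55471 genes in the deposited counts, 25539 had 0 counts in every library, and 16260 passed edgeR's filter on low counts and were tested. Counts were scaled with TMM factors, which correct the library size for differences in composition. The factors were 1.18 to 1.26 in unstimulated DCs, 0.783 to 0.841 in LPS-activated DCs and 0.977 to 1.02 in IFN-β-treated DCs. A single model with the 3 conditions was fitted to all 9 libraries, and an adjusted p-value under 0.05 was the threshold for a changed gene. Expression values are CPM, the share of a gene in the scaled library size. Floors cover counting error only, whereas SDs and standard errors include the variation between libraries. Replicates within a group differed by more than the sampling noise of the counts in every pair of libraries. After the mean of each group was subtracted, libraries with the same letter had a mean correlation across genes of 0.39 (9 pairs). Libraries with different letters had a mean correlation of -0.19 (18 pairs). Subtracting the group means ties this value to the same-letter mean with the opposite sign, so it is not separate evidence. Genes are not independent replicates. The paper's text does not say that the letters mark shared cultures, so the letters were left out of the model and entered as a block in an alternative fit.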

We compared the metabolite profiles of cells treated with LPS or IFN-β using LC–MS (Fig. 1b) and analysis of genes encoding factors involved in metabolic pathways (Fig. 1c). LPS induced significant changes in metabolites involved in glycolysis, the TCA cycle, pentose phosphate pathway, and amino acid metabolism, while changes induced by IFN-β were minimal (Fig. 1b). 

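Gene lists for the 3 pathways of Fig. 1c were written before the data were examined, from the gene names legible in the heat maps and from memory of the KEGG pathways. They may differ from the authors' gene sets. Of 68 genes listed for glycolysis and gluconeogenesis, 43 were tested. LPS changed 37 of these (11 higher, 26 lower) and IFN-β changed 22 (8 higher, 14 lower). Both stimuli changed 21 glycolysis genes, all in the same direction. All 22 genes listed for the TCA cycle were tested, and 16 were changed by LPS (15 of them lower) and 13 by IFN-β (all lower). The 12 TCA cycle genes changed by both stimuli were lower under both. Of 64 genes listed for fatty acid metabolism, 55 were tested; LPS changed 48 (14 higher, 34 lower) and IFN-β changed 39 (8 higher, 31 lower). Both stimuli changed 36 fatty acid genes, of which 33 moved in the same direction. The fatty acid list includes *Ppargc1b*, which was lower under both stimuli. With p-values adjusted over each list alone, LPS changed 37, 16 and 48 genes and IFN-β changed 24, 13 and 40 genes, in the same order of lists. With the replicate letters as a block, the genes changed by both in the same direction numbered 23, 14 and 36, with 2 glycolysis genes and 3 fatty acid genes changed in opposite directions. For glycolysis and fatty acid metabolism, shorter lists moved the counts most: of 19 core glycolysis genes, LPS changed 17 and IFN-β 8, and of 13 β-oxidation genes, LPS changed 10 and IFN-β 11. For the TCA cycle the other list was longer, and of its 27 genes LPS changed 20 and IFN-β 14. With the lists kept, scaling by library size only moved the IFN-β counts most, to 34 glycolysis genes and 20 TCA cycle genes. In glycolysis, *Aldh1b1* had the largest rise under both stimuli, with a log2 fold change of 2.45 under LPS (standard error 0.13, adjusted p = 5.6e-08) and 1.94 under IFN-β (standard error 0.13, adjusted p = 2.1e-06), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Hk3* rose by 1.63 under LPS and 1.62 under IFN-β on the log2 scale. The largest falls in glycolysis were those of *Aldh9a1* under LPS, with a log2 fold change of -1.52, and *Adpgk* under IFN-β, with -1.21. In the TCA cycle, *Idh1* had the largest fall under LPS, with a log2 fold change of -2.09 (standard error 0.09, adjusted p = 1.3e-08), against -0.51 under IFN-β (standard error 0.08, adjusted p = 6.3e-04), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Idh3a* had the largest fall under IFN-β, with a log2 fold change of -1.19, and fell by 1.69 under LPS. *Cs*, the TCA cycle gene that rose under LPS, had a log2 fold change of 0.55, which became -0.03 with scaling by library size only. In fatty acid metabolism, *Elovl2* rose by 5.77 under LPS and 2.42 under IFN-β on the log2 scale, and *Acsl1* by 3.01 and 2.47. The *Elovl2* counts were low, with mean raw counts of 5 without stimulation, 205 with LPS and 25 with IFN-β. *Elovl6* had the largest fall under both stimuli, with a log2 fold change of -4.93 under LPS (standard error 0.29, adjusted p = 1.1e-07) and -2.38 under IFN-β (standard error 0.23, adjusted p = 1.7e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In each change past the threshold named here, every stimulated library lay on the same side of every unstimulated library. The largest rises and falls were picked among genes with this property, so for them it is not separate evidence.

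**Figure D1:**
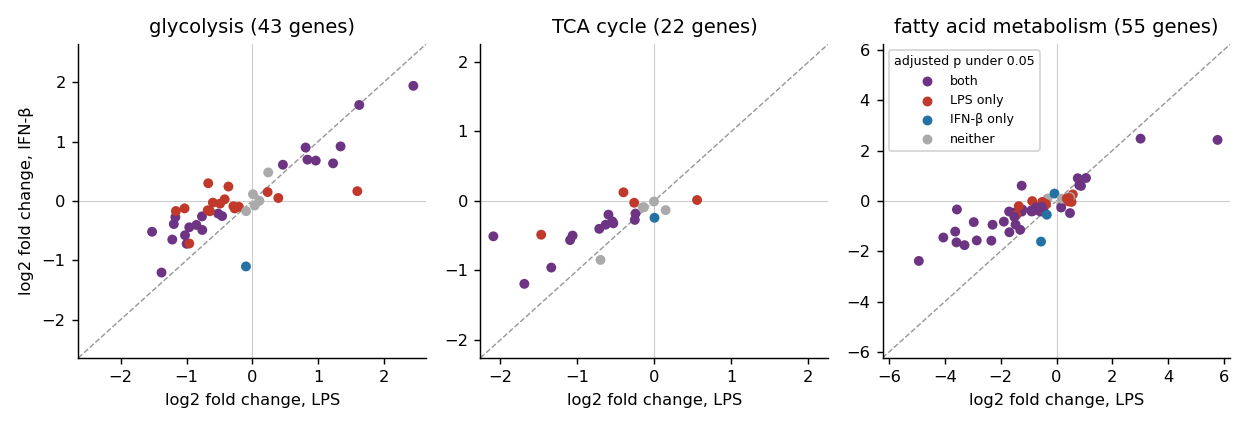
Log2 fold change under IFN-β (vertical axis) against log2 fold change under LPS (horizontal axis), both relative to unstimulated DCs, with 1 point per tested gene of each pathway list (43, 22 and 55 genes). Colors give the stimuli under which the adjusted p was under 0.05, the dashed line marks equal changes, and most points lie closer to the horizontal than to the vertical axis (36, 18 and 49 of the genes).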

Despite their contrasting OCR, ECAR, and metabolite profiles, similar genes encoding proteins involved in major metabolic pathways, including glycolysis, the TCA cycle, and fatty acid metabolism, showed changes in expression in response to LPS or IFN-β treatment (Fig. 1c). However, the overall magnitude of change for a given gene induced by IFN-β was less. 

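The median absolute log2 fold change of the tested glycolysis genes was 0.76 under LPS and 0.27 under IFN-β. It was 0.55 and 0.28 for the TCA cycle genes, and 0.88 and 0.42 for the fatty acid metabolism genes. Computed for each pair of libraries with the same letter, the median for glycolysis was 0.62 to 0.72 under LPS and 0.27 to 0.40 under IFN-β (n = 3 pairs). For the TCA cycle it was 0.51 to 0.56 under LPS and 0.24 to 0.33 under IFN-β, and for fatty acid metabolism 0.80 to 0.89 and 0.36 to 0.47. In each list, the lowest of the 3 LPS values was above the highest of the 3 IFN-β values. The absolute change was smaller under IFN-β for 36 of the 43 glycolysis genes (83.7%), 18 of the 22 TCA cycle genes (81.8%) and 49 of the 55 fatty acid metabolism genes (89.1%). The difference between the responses itself passed the threshold for 26, 16 and 38 genes of these lists, and the change was the smaller under IFN-β in 25, 15 and 35 of them. *Pfkm*, chosen as an IFN-β extreme of the glycolysis list, had the larger change under IFN-β, with a log2 fold change of -1.11 against -0.10 under LPS. Across all genes tested, the change was smaller under IFN-β for 12358 (76.0%). Scaling by library size only moved the medians most, to 1.05 and 0.47 for glycolysis, 1.12 and 0.59 for the TCA cycle, and 1.39 and 0.68 for fatty acid metabolism.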

Some notable exceptions include the maintenance of *Sdha* and *Sdhb* expression, which are members of complex II of the ETC, and the induction of *Cpt1a* expression by IFN-β treatment, which is consistent with previous studies^17,18^. 

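*Sdha* (ENSMUSG00000021577) lies on chromosome 13 of GRCm38 from 74322254 to 74350280 and encodes a subunit of succinate dehydrogenase. Its expression was 181 ± 2.53 CPM in unstimulated DCs, 151 ± 1.94 in LPS-activated DCs and 177 ± 2.61 in IFN-β-treated DCs (SD, n = 3). The log2 fold change was -0.26 under LPS (standard error 0.05, adjusted p = 0.00115) and -0.03 under IFN-β (standard error 0.05, adjusted p = 0.711), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The IFN-β response exceeded the LPS response by 0.24 on the log2 scale (adjusted p = 0.00385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sdhb* (ENSMUSG00000009863), on chromosome 4 from 140961203 to 140979193, encodes another subunit of the enzyme. *Sdhb* was expressed at 73.3 ± 5.63 CPM in unstimulated DCs, 55.5 ± 3.79 with LPS and 79.8 ± 0.203 with IFN-β (SD, n = 3). Its log2 fold change was -0.40 under LPS (standard error 0.07, adjusted p = 5.4e-04) and 0.12 under IFN-β (standard error 0.07, adjusted p = 0.189), with a difference of 0.53 between the responses (adjusted p = 1.6e-04), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Cpt1a* (ENSMUSG00000024900), on chromosome 19 from 3322334 to 3385733, encodes a carnitine palmitoyltransferase. Its expression was 143 ± 5.15 CPM in unstimulated DCs, 136 ± 8.12 with LPS and 174 ± 5.02 with IFN-β (SD, n = 3). The rise under IFN-β was 0.29 on the log2 scale (standard error 0.06, adjusted p = 0.00379), and the change under LPS was -0.07 (standard error 0.06, adjusted p = 0.333), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The *Cpt1a* responses differed by 0.36 (adjusted p = 8.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 IFN-β libraries had more *Cpt1a* than all 3 unstimulated libraries (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With scaling by library size only, the changes under IFN-β were -0.33 for *Sdha* (adjusted p = 6.3e-04), -0.18 for *Sdhb* (adjusted p = 0.0521) and -0.01 for *Cpt1a* (adjusted p = 0.857), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate letters as a block, each of the 9 comparisons of these genes stayed on its side of the threshold. The other subunits of complex II, *Sdhc* and *Sdhd*, had log2 fold changes of -0.15 and -0.53 under LPS and -0.09 and -0.32 under IFN-β, of which only those of *Sdhd* were past the threshold; with the block, *Sdhc* under LPS was past it too (adjusted p = 0.0362 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

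**Figure D2:**
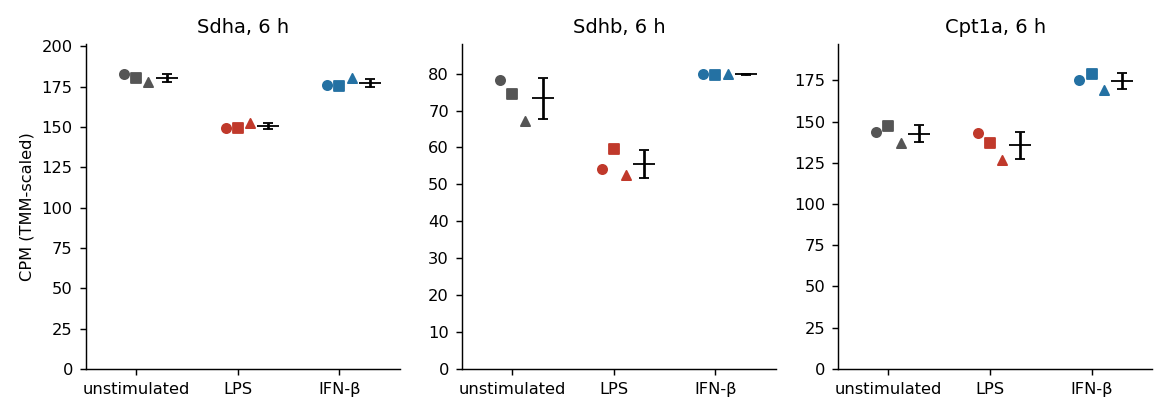
Expression of *Sdha*, *Sdhb* and *Cpt1a* in CPM of the TMM-scaled library (vertical axis) in unstimulated, LPS-activated and IFN-β-treated DCs. Circles, squares and triangles are libraries A, B and C of each group, and bars are the mean with SD; the mean of *Cpt1a* was 174 with IFN-β and 143 without stimulation.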

*Ppargc1b*, which encodes PGC-1β, a transcriptional co-activator important for mitochondrial metabolism, was also maintained in IFN-β-treated DCs but decreased in LPS-stimulated DCs. 

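*Ppargc1b* (ENSMUSG00000033871) lies on the minus strand of chromosome 18 of GRCm38, from 61298136 to 61400431, and no other annotated exon overlaps its exons. Its raw counts in libraries A, B and C were 1491, 1807 and 1896 in unstimulated DCs, 90, 132 and 103 in LPS-activated DCs, and 1140, 1314 and 1234 in IFN-β-treated DCs. The mean raw count was 1731 ± 213 without stimulation, 108 ± 21.5 with LPS and 1229 ± 87.1 with IFN-β (SD, n = 3). Scaled for library size and composition, expression was 40.4 ± 2.50, 3.40 ± 0.388 and 31.9 ± 4.51 CPM (SD, n = 3), respectively. The log2 fold change under LPS was -3.57 (standard error 0.13, adjusted p = 5.6e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), an 11.8-fold decrease. Under IFN-β it was -0.34 (standard error 0.11, adjusted p = 0.0248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 1.27-fold decrease. The IFN-β response lay above the LPS response by 3.23 on the log2 scale (standard error 0.13, adjusted p = 3.3e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every LPS and every IFN-β library lay below every unstimulated library (exact permutation test, two-sided, p = 0.1 for each, which 3 libraries against 3 cannot go below). With each of the 9 libraries left out in turn, the log2 fold change stayed between -3.67 and -3.51 under LPS. It stayed between -0.41 and -0.23 under IFN-β, with an adjusted p of up to 0.0794 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was past the threshold in 6 of the 9 fits. With the replicate letters as a block, the change under IFN-β was -0.35 (adjusted p = 8.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From the decrease of *Ppargc1b* with LPS (Fig. 1d), the paper hypothesizes that PGC-1β deficiency would have little effect on the metabolism of LPS-activated DCs. The paper predicts an effect of the deficiency in IFN-β-treated DCs, which it describes as maintaining PGC-1β expression.

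**Figure D3:**
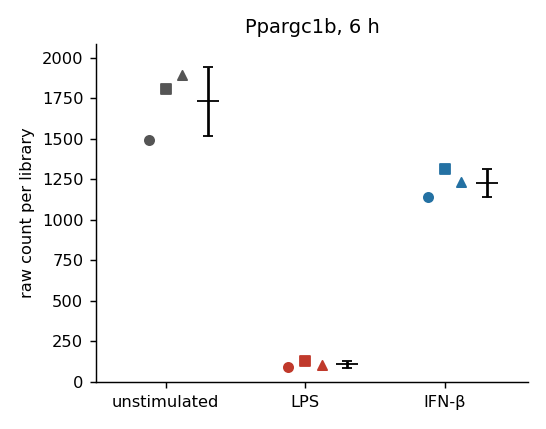
Raw counts of *Ppargc1b* per library (vertical axis) in unstimulated, LPS-activated and IFN-β-treated DCs. Circles, squares and triangles are libraries A, B and C of each group, and bars are the mean with SD; raw counts with LPS lie between 90 and 132, and those without stimulation between 1491 and 1896.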

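*Ppargc1a* (ENSMUSG00000029167), which lies on chromosome 5 of GRCm38 from 51454250 to 51567726, had raw counts of 3, 2 and 2 in unstimulated libraries A, B and C. The raw counts were 0, 3 and 0 in LPS libraries and 2, 2 and 0 in IFN-β libraries. No library was above 3 counts, the smallest number taken as detectable, which corresponds to 0.0674 to 0.106 CPM across the 9 libraries. The highest value was 0.0874 CPM, in LPS library B. *Ppargc1a* did not pass the filter on low counts and was not tested, and a difference between the groups was not detectable at this depth.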

*Ppargc1a* was not detected at baseline, nor was its expression induced by either LPS or IFN-β treatment (Fig. 1d). We validated the RNA sequencing results using RT-qPCR and confirmed that *Ppargc1b* is downregulated by LPS but maintained during IFN-β treatment compared with untreated cells (Supplementary Fig. S1).

### PGC-1β-deficient DCs have impaired oxidative metabolism and increased glycolysis

To determine how PGC-1β affects mitochondrial metabolism, we first examined bioenergetic metabolism in DCs, with cells expressing an shRNA targeting *Ppargc1b* (sh*Ppargc1b*). Knockdown efficiency of two different shRNA for *Ppargc1b* were determined by RT-qPCR (Supplementary Fig. S2a,b). sh*Ppargc1b* #1 is used for most experiments presented unless stated otherwise. Majority of both control and sh*Ppargc1b* expressed human CD8 (marker of transduced cells), CD11c, and CD11b (Supplementary Fig. S2c,d), indicating high transduction efficiency and nominal changes in DC development. DCs transduced with sh*Ppargc1b* have reduced basal OCR and spare respiratory capacity (SRC; the difference between maximal OCR and basal OCR) compared to the control (Fig. 2a; Supplementary Fig. S2e). In contrast, the basal ECAR of PGC-1β-deficient DCs is higher (Fig. 2b). FCCP treatment further elevates ECAR but fails to substantially raise OCR in PGC-1β-deficient DCs (Fig. 2b), suggesting that at basal rates, these cells are already operating at maximal oxidative capacity.

**Figure 2:**
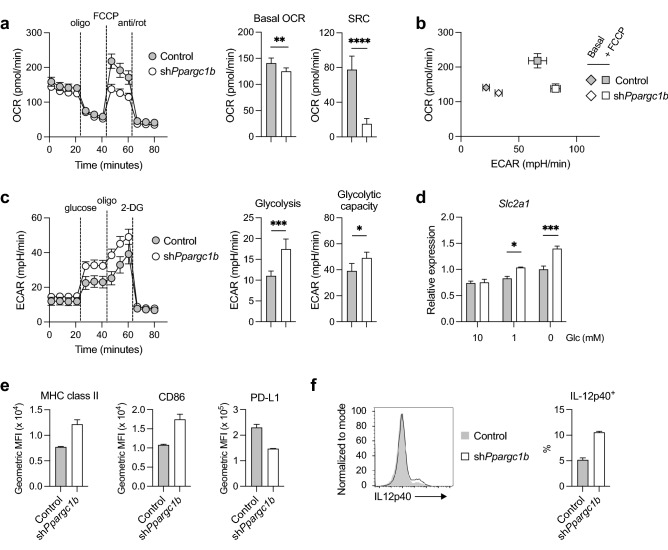
PGC-1β-deficient DCs have impaired oxidative metabolism and increased glycolysis. DCs were transduced with control shRNA or *Ppargc1b* shRNA and (**a**) OCR was measured by Seahorse bioanalyzer over time with sequential treatments with oligomycin (oligo), FCCP, and antimycin and rotenone (anti/rot). Basal oxygen consumption rate (OCR) and spare respiratory capacity (SRC) were determined from these measurements (right). (**b**) Basal and maximal (with FCCP) levels of OCR and ECAR from experiment in (**a**). (**c**) ECAR was measured over time with sequential treatments with glucose, oligomycin, and 2-deoxyglucose (2-DG). From this graph (left), glycolysis (difference between ECAR after glucose addition and non-glycolytic ECAR before glucose addition) and glycolytic capacity (maximal ECAR after oligomycin treatment) were determined. (**d**) Gene expression of GLUT1 gene *Slc2a1* relative to *Hprt* levels in DCs cultured in 10, 1, or 0 mM glucose for 6 h. (**e**) Geometric MFI of MHC class II, CD86, and PD-L1, and (**f**) intracellular levels of cytokine IL-12p40 (histogram on left; IL-12p40^+^ cells expressed as a percentage of transduced CD11c^+^ DCs on right) were determine by flow cytometry. Data are of one experiment representative of (**a**,**b**) five experiments, (**c**) three experiments (mean and s.d. of five to six replicates per condition), (**d**) two experiments (mean and s.e.m. of triplicates), and (**e**,**f**) three experiments (mean and s.d. of duplicates). Statistical significance was determined by (**a**,**c**) unpaired t-test or (**d**) two-way ANOVA. * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001.

The increase in ECAR in PGC-1β-deficient DCs is likely due to increased glycolytic activity to compensate for the reduction in oxidative metabolism. To test the glycolytic capacity of DCs, we used sequential addition of glucose, oligomycin, and 2-deoxyglucose (2-DG) using the Seahorse bioanalyzer (Fig. 2c). Non-glycolytic ECAR (after 2-DG addition) was not different following PGC-1β deletion, but ECAR was higher when glucose was added (glycolysis; Fig. 2c). We also found that PGC-1β*-*deficient DCs have increased glycolytic capacity, measured by the maximal ECAR after addition of oligomycin, which inhibits mitochondrial respiration. This suggests that PGC-1β-deficient cells are programmed to use glycolysis for bioenergetic metabolism (Fig. 2c). In addition, gene expression of glucose transporter 1 (*Slc2a1*) is increased in PGC-1β*-*deficient DCs compared to control DCs under conditions of glucose withdrawal (Fig. 2d), suggesting increased dependence by the cells on glucose. Together, these results demonstrate that deletion of PGC-1β results in decreased mitochondrial oxidative capacity, and therefore a shift to glycolytic metabolism.

Since elevated glycolysis is required for optimal DC activation^12,19^, we next examined whether PGC-1β-deficient DCs display enhanced activation levels. First, we determined that PGC-1β-deficient DCs express higher levels of MHC class II, a molecule for antigen presentation, and CD86, a co-stimulatory molecule, and reduced levels of PD-L1, an immunomodulatory ligand, compared to control DCs (Fig. 2e). In addition, at both steady state and with IFN-β treatment, PGC-1β-deficient DCs express higher levels of the pro-inflammatory cytokine IL-12p40 (Fig. 2f; Supplementary Fig. S3a). However, expression of CCR7, a chemokine receptor essential for directional DC migration typically elevated with activation^19^, is generally reduced with PGC-1β deficiency (Supplementary Fig. S3b). Further, intracellular IL-6 expression in DCs at steady state or with IFN-β treatment was not altered by PGC-1β loss (Supplementary Fig. S3c), suggesting that not all pro-inflammatory markers are elevated. Thus, PGC-1β deficiency leads to a selective increase in activation marks in steady-state DCs and IFN-β-treated DCs.

### PGC-1β-deficient DCs have reduced ATP production by oxidative metabolism

Given the shifts in bioenergetic preferences we observed, we next sought to understand whether PGC-1β deficiency impacts global cellular ATP production. ATP production rates attributed to OXPHOS and glycolysis were calculated using Seahorse assay measurements (see “Methods”). As expected, the basal ATP production rate from OXPHOS is reduced in PGC-1β-deficient cells, whereas ATP production from glycolysis is increased (Fig. 3a), demonstrating that in the absence of PGC-1β, cells can pivot to use glycolysis to support their bioenergetic needs. At maximal oxidative capacity (with FCCP treatment), the estimated ATP production by OXPHOS decreased in PGC-1β-deficient cells (Fig. 3a, right). However, compensation by glycolysis is not observed, resulting in overall decreased ATP production rates (Fig. 3b). These results demonstrate that while PGC-1β-deficient cells can engage glycolysis to compensate for loss of OXPHOS-generated ATP, this compensation is not complete.

**Figure 3:**
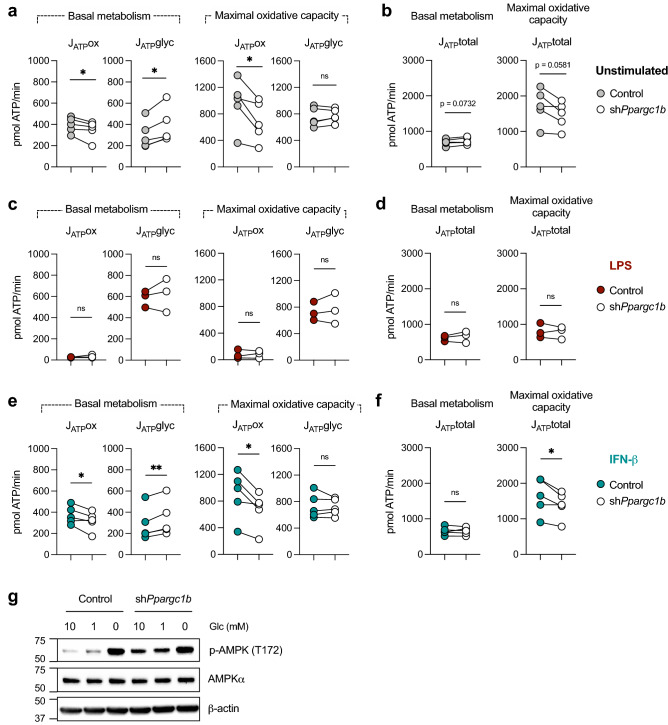
Effect of PGC-1β on metabolic phenotype of differentially-activated DCs.DCs were transduced with control shRNA or *Ppargc1b* shRNA and (**a**) ATP production rates by oxidative metabolism (J_ATP_ox) and glycolysis (J_ATP_glyc) were calculated from Seahorse assay measurements (see Methods) at basal (left) and maximal (right) respiratory rates. (**b**) Total ATP production rates (J_ATP_total) at basal metabolism and maximal respiration were determined by adding J_ATP_ox and J_ATP_glyc from (**a**). ATP production rates by oxidative metabolism (J_ATP_ox) and glycolysis (J_ATP_glyc) were calculated from Seahorse assay measurements in DCs stimulated with (**c**,**d**) LPS (100 ng/mL) or (**e**,**f**) IFN-β (1000 U/mL). Total ATP production rates of stimulated DCs in (**d**,**f**) at basal metabolism and maximal respiration were determined by adding J_ATP_ox and J_ATP_glyc from (**c**,**e**). Colored circles are control DCs and open circles are DCs transduced with *Ppargc1b* shRNA. (**g**) AMPK phosphorylated at threonine 172 (p-AMPK T172), AMPKα, and β-actin, were visualized by western blot for DCs that were cultured in media containing 10, 1, or 0 mM glucose. Data are of (**c**,**d**) three or (**a**,**b**,**e**,**f**) five experiments pooled together, with each individual experiment represented by a circle and values from the same experiment joined by a line. Data in (**g**) are of one experiment representative of three experiments. Statistical significance was determined by paired *t*-test. *p < 0.05, **p < 0.01.

We next investigated how PGC-1β deficiency affects the metabolic phenotypes of activated DCs. Since stimulation by LPS results in downregulation of *Ppargc1b* expression (Fig. 1d), we hypothesized that PGC-1β deficiency would not have a considerable effect on the metabolism of LPS-activated DCs. IFN-β-treated DCs, in contrast, maintain PGC-1β expression, and therefore were predicted to be affected by PGC-1β deficiency. Both basal and maximal ATP production rates by LPS-activated DCs were not significantly affected by PGC-1β deficiency (Fig. 3c). Total ATP production rates by LPS-activated DCs were also not significantly different (Fig. 3d). ATP production rates by oxidative metabolism in IFN-β-treated DCs lacking PGC-1β, however, were lower at both basal metabolism and maximal respiration (Fig. 3e). Basal ATP production rates by glycolysis were higher in PGC-1β*-*deficient DCs treated with IFN-β (Fig. 3e). Like that of unstimulated DCs, total ATP production rates at maximal oxidative capacity by IFN-β-treated DCs were lower in PGC-1β-deficient DCs (Fig. 3f). These data confirm that PGC-1β is required for optimal bioenergetic output in activated DCs that use oxidative metabolism.

Disruption of energy homeostasis can activate the energy sensor 5’ adenosine monophosphate-activated protein kinase (AMPK), which in turn activates metabolic pathways such as glycolysis and OXPHOS to promote the maintenance of ATP levels^20,21^. Since the ATP production rate by oxidative metabolism is blunted by PGC-1β loss, we examined AMPK activation by measuring the levels of phosphorylation at residue threonine-172 (T172). We confirmed that phospho-AMPK at T172 increases when glucose is restricted (Fig. 3g). We found that PGC-1β-deficient DCs have higher levels of phosphorylation at T172 compared to control DCs (Fig. 3g), indicating that the cells sense diminished ATP and AMPK is activated to counteract this energy loss resulting from PGC-1β deficiency. Despite the energy stress, we confirmed that PGC-1β deficiency does not lead to a significant change in cell death at steady state (Supplementary Fig. S4a).

AMPK is also known to promote autophagy, which can make available more nutrients for cells to catabolize^22^; we therefore measured markers of autophagy, sequestosome 1 (SQSTM1 or p62) and microtubule-associated protein 1 light chain 3 (LC3). Cells were cultured in either full glucose conditions or in the absence of glucose to induce nutrient stress. Chloroquine treatment was used to determine the flux of autophagy, as it blocks autophagosome-lysosome fusion, resulting in accumulation of autophagosome proteins. Gene expression of SQSTM1 was greater with glucose deprivation (Supplementary Fig. S4b), and the protein levels of autophagy-related proteins SQSTM1 and LC3 was elevated in PGC-1β-deficient DCs (Supplementary Fig. S4c,d). LC3 is involved in autophagosome formation, with LC3-I as the cytoplasmic form and LC3-II as the modified form that associates with autophagosomes. The relative intensity of LC3-II normalized to β-actin levels shows that LC3-II levels are greater in PGC-1β*-*deficient cells (Supplementary Fig. S4d). Autophagic flux, measured by determining the difference in intensity of LC3-II in the presence or absence of chloroquine for a given condition, is elevated in PGC-1β-deficient cells as well (Supplementary Fig. S4d). This suggests that the metabolic stress resulting from PGC-1β deficiency also stimulates autophagy as cells try to maintain energy homeostasis.

### Impaired oxidative metabolism in PGC-1β-deficient DCs is not due to net changes in mitochondrial mass nor is it substrate-specific

Since PGC-1 co-activators are known to be important for mitochondrial biogenesis in many tissues^23^, and we have shown that autophagy increases with PGC-1β deficiency (Supplementary Fig. S4b–d), we examined whether reduced mitochondrial content is responsible for the impaired OCR by PGC-1β-deficient DCs. By flow cytometry, we determined that the mean fluorescence intensity (MFI) of dyes to measure mitochondrial mass is not reduced in PGC-1β-deficient DCs (Fig. 4a). The levels of voltage-dependent anion channel (VDAC), typically used as a loading control for mitochondrial content, was also unchanged (Fig. 4b). Despite PGC-1β-deficient DCs having reduced gene expression of many TCA cycle and ETC-related proteins, protein levels of the ETC complexes were not noticeably different (Fig. 4b) suggesting there is a functional defect in the mitochondria.

**Figure 4:**
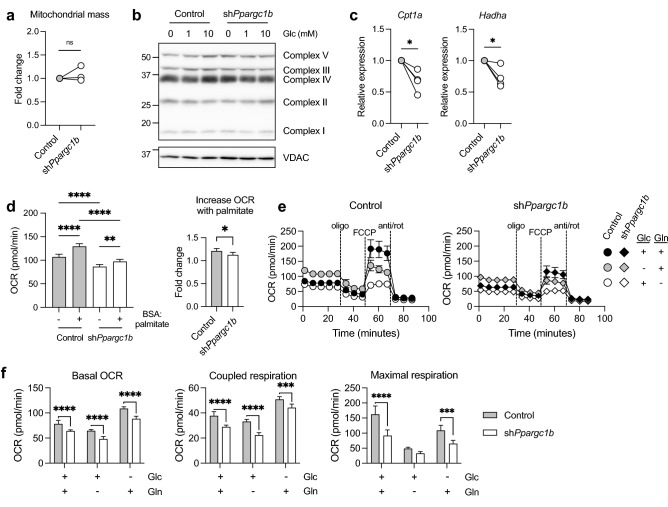
Impaired oxidative metabolism in PGC-1β-deficient DCs is not due to net changes in mitochondrial mass nor is it substrate-specific. DCs were transduced with control shRNA or *Ppargc1b* shRNA. (**a**) Mitochondrial mass of DCs stained with MitoSpy Green or MitoTracker Deep Red, with geometric MFIs represented as fold changes relative to the control condition. (**b**) Protein expression of complexes I-V of the ETC and VDAC of control or PGC-1β-deficient DCs cultured with 0, 1, or 10 mM glucose for 6 h. (**c**) Gene expression fold changes of *Cpt1a* (left) and *Hadha* (right) relative to *Hprt*. (**d**) DCs were cultured in nutrient-limiting media for 6 h and OCR was measured immediately following addition of either BSA or BSA-conjugated palmitate. (**e**) OCR was measured by Seahorse bioanalyzer over time with sequential treatments with oligomycin (oligo), FCCP, and antimycin and rotenone (anti/rot), in assay medium with or without 10 mM glucose or 2 mM glutamine. (**f**) Basal OCR, coupled respiration, and maximal respiration determined from the experiment in (**e**). Data from (**a**,**c**) are of (**a**) three and (**c**) four experiments pooled together, with each individual experiment represented by a circle and conditions from the same experiment joined by a line. Data from (**b**) is one experiment representative of three experiments. Data from (**d**–**f**) are of one experiment representative of two experiments (s.d. of five to six replicates per condition). Statistical significance was determined by (**a**,**c**) paired *t*-test, (**d**, left) one-way ANOVA, (**d**, right) unpaired *t*-test, or (**e**,**g**) two-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Processing of different substrates, including fatty acids, can contribute to the OCR. Since PGC-1β is known to target transcription factors that regulate lipid metabolism^6,24^, we examined whether components involved in FAO were affected by PGC-1β deficiency. We determined that gene expression of *Hadha* and *Cpt1a,* which encode enzymes involved in key steps of FAO, were reduced in PGC-1β*-*deficient DCs (Fig. 4c). In addition, control DCs more readily utilize fatty acids as fuel after nutrient starvation compared to PGC-1β-deficient DCs, as determined by OCR when the cells are in the presence of BSA-conjugated palmitate (Fig. 4d). Together, these data suggest that the reduced oxidative metabolism by PGC-1β-deficient DCs is in part due to impaired FAO, and not due to diminished mitochondrial biosynthesis.

We also assessed how nutrient limitation of other carbon sources affects OCR. In control cells, removing glucose results in an increase in basal OCR (likely to compensate for the loss of ATP production by glycolysis), but a decrease in maximal respiration, whereas removal of glutamine results in a decrease in both basal OCR and maximal respiration (Fig. 4e). These data demonstrate that glutamine is required for optimal maximal respiration even in the presence or absence of glucose. For all conditions, PGC-1β-deficient cells have lower basal and maximal respiration compared to control DCs (Fig. 4e,f). Altogether, these data indicate that PGC-1β-deficient cells have reduced oxidative metabolism compared to the control regardless of the substrate, suggesting that the mitochondria-specific dysfunction is substrate-independent.

### PGC-1β loss results in succinate accumulation

While PGC-1β-deficient DCs have increased glycolysis (Fig. 2c), they also have reduced glucose-supported maximal respiration (Fig. 4e,f). We therefore examined whether there is a difference in the proportions of glucose-derived TCA cycle metabolites (Fig. 5a) by stable isotope labeling and metabolomics using ^13^C-glucose. We found that the proportion of glucose-derived TCA cycle metabolites is smaller in PGC-1β-deficient DCs (Fig. 5b), which is in line with our data showing less oxidation of glucose in these cells (Fig. 4e). Furthermore, the relative abundance of lactate (m + 3 isotopologue) is elevated in PGC-1β-deficient DCs (Supplementary Fig. S5a), supporting the earlier results in Fig. 2 that these cells are more glycolytic. We also observed that the relative abundance of succinate is significantly elevated in the PGC-1β-deficient DCs (Fig. 5c). Relative abundances of several other TCA intermediates, including citrate, aconitate, and malate, also trend higher, while levels of α-ketoglutarate (α-KG) are unchanged (Fig. 5c). The ratio of succinate to malate (downstream of succinate in the TCA cycle) (Fig. 5d) and succinate to α-KG (upstream of succinate in the TCA cycle) is higher in PGC-1β-deficient DCs (Fig. 5e), demonstrating that there is an accumulation of succinate in PGC-1β-deficient cells.

**Figure 5:**
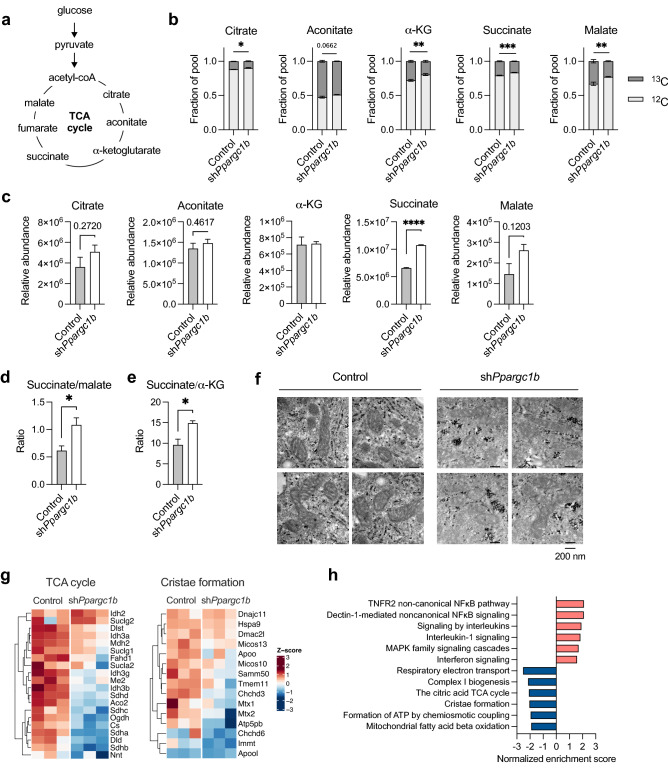
Succinate accumulates in PGC-1β-deficient DCs. (**a**) Schematic of glucose metabolism and TCA cycle. DCs were transduced with control shRNA or *Ppargc1b* shRNA and (**b**) fractional enrichment of select glucose-derived TCA cycle metabolites was measured following culture with U-[^13^C]-glucose for 6 h. (**c**) Relative abundance of metabolites were measured by LC–MS (aconitate, α-KG, and succinate) or GC–MS (citrate and malate). (**d**) Ratio of succinate to malate from measurements in (**c**). (**e**) Ratio of succinate to α-KG from measurements in (**c**). (**f**) Mitochondria imaged by transmission electron microscopy (dark dots are microbeads used for sorting). (**g**) Heat maps of the expression of genes from the TCA cycle (left) and cristae formation (right) Reactome pathways. (**h**) Select inflammatory and metabolic Reactome pathways that are significantly enriched in PGC-1β-deficient versus control DCs. Data from (**b**–**e**) are of one experiment representative of two experiments (s.e.m. of three replicates). Statistical analysis in (**b**) was determined by 2-way ANOVA and represents the comparison of the ^13^C-labeled fraction between each condition. Statistical significance for (**c**–**e**) was determined by unpaired *t-*test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Since succinate is known to induce IL-1β production in macrophages^25^, we examined whether PGC-1β-deficient DCs also have elevated IL-1β levels. Baseline gene expression of IL-1β is higher in PGC-1β-deficient DCs (Supplementary Fig. S5e), which is in agreement with previous literature showing that increased succinate levels drives IL-1β gene expression^25^. However, this did not translate into detectable IL-1β protein by ELISA or western blot (Supplementary Fig. S5b,c). The NLRP3 inflammasome, which promotes the cleavage of pro-IL-1β into its biologically active form, and other measures of NLRP3 activation such as ASC and cleaved IL-1β, generally had reduced protein expression in PGC-1β-deficient DCs across conditions (Supplementary Fig. S5c). This data indicates that the increased succinate levels in PGC-1β-deficient DCs was not sufficient to increase inflammasome activation.

We examined the mitochondria by electron microscopy and found that mitochondria in PGC-1β-deficient DCs are less electron dense (Fig. 5f), suggesting reduced density of ETC components. Because we observed normal protein levels of ETC components by western blot (Fig. 4b), we performed RNA-seq to determine the expression levels of other components of the TCA cycle and ETC. We found that at steady state and in response to IFN-β treatment, PGC-1β deficiency results in less expression of genes important for the TCA cycle and respiratory electron transport (Fig. 5g,h; Supplementary Fig. S5d–f). Gene expression of succinate dehydrogenase components *Sdha, Sdhb, Sdhc,* and *Sdhd,* are reduced in PGC-1β-deficient DCs (Supplementary Fig. S5e), explaining the accumulation of succinate we observed with PGC-1β loss (Fig. 5). Interestingly, genes important for cristae formation were also decreased in the absence of PGC-1β (Fig. 5g). One of the affected genes, *Chchd3*, has been shown to be critical for preserving the structural integrity of mitochondrial cristae, as its loss induces mitochondrial dysfunction^26^. In addition, *Opa1* and *Mfn2,* genes encoding factors important for mitochondrial fusion and OXPHOS^27^, are downregulated in PGC-1β-deficient DCs, while *Dnm1l,* which encodes mitochondrial fission marker DRP1, has unchanged expression (Supplementary Fig. S5g). PGC-1β-deficient DCs also exhibit an increase in gene expression in several inflammatory pathways (Fig. 5h; Supplementary Fig. S6), consistent with their increased activation phenotype (Fig. 2e,f). Together, these data demonstrate that PGC-1β is necessary for optimal oxidative metabolism and a functional ETC, which restrains the inflammatory phenotype of DCs.

## Discussion

Previous studies have demonstrated that cellular metabolism is crucial for the regulation of immune cell function and activation^2,3^. In this study, we found that in bone marrow-derived DCs, *Ppargc1a* is not appreciably expressed while *Ppargc1b* expression is dynamically changed in response to stimulation. We showed that LPS, but not IFN-β, induces substantial downregulation of *Ppargc1b* expression, which we found notable, since in certain tissues such as skeletal muscle, PGC-1α expression is typically more dynamic, while PGC-1β expression is largely unchanged^28,29^. PGC-1β deletion resulted in higher baseline activation in DCs, which supports previous studies that associate PGC-1β expression with an anti-inflammatory state^30–32^.

We found that loss of PGC-1β expression leads to impaired oxidative metabolism and increases glycolytic activity to compensate. PGC-1β is necessary to maintain ATP levels in IFN-β-treated DCs, but not the ATP levels of LPS-activated DCs, which solely depend on glycolysis. In response to this energy deficiency in PGC-1β-deficient DCs, AMPK is activated (Fig. 3g), which likely leads to the upregulation of glycolysis and glucose uptake. Therefore, the increase in glycolytic rates in these cells is a compensatory mechanism to maintain intracellular ATP levels in response to the drop in ATP production by the mitochondria. While gene expression of glucose transporter *Slc2a1* in PGC-1β-deficient DCs is comparable to that of control DCs in full glucose conditions, glucose deprivation results in a greater fold change in *Slc2a1* expression, suggesting an increased reliance on glucose. These results highlight the impaired oxidative metabolism of PGC-1β-deficient DCs and their increased reliance on glycolysis.

Stress signals due to bioenergetic insufficiencies in PGC-1β-deficient DCs lead to AMPK activation, which is known to promote autophagy^22^. Our data show that autophagy is indeed elevated in PGC-1β-deficient DCs (Supplementary Fig. S4). This result is in contrast with a few studies demonstrating positive regulation of autophagy by PGC-1α and PGC-1β in muscle cells: PGC-1α deficiency results in a reduction in autophagy, and PGC-1β overexpression upregulates autophagy-related genes^33,34^. Similarly, another study describes that the upregulation of autophagy-related genes induced in skeletal muscle cells by exercise is attenuated in PGC-1α-deficient mice^35^. The most likely explanation of these differences is that in our study, autophagy is induced by AMPK activation, and this is not due to specific transcriptional effects of PGC-1β loss.

To determine how PGC-1β deficiency leads to impaired oxidative metabolism, we first assessed mitochondrial content since PGC-1 proteins are important for mitochondrial biogenesis in certain contexts. Considering the elevated autophagy, we examined whether this increased autophagy lead to reduced mitochondria in PGC-1β-deficient DCs. However, mitochondrial mass was not consistently different between control and PGC-1β-deficient DCs, nor were the levels of select ETC components (Fig. 4a,b). We found that multiple substrates, including fatty acids, glucose, and glutamine, contribute to supporting oxidative metabolism in DCs (Fig. 4d–f). PGC-1β-deficient DCs, however, have reduced capacity to use each of these substrates for oxidative metabolism, suggesting there is a mitochondria-specific defect at the ETC or TCA cycle. Metabolite analysis shows a specific accumulation of succinate (Fig. 5), which indicates that the activity of succinate dehydrogenase, which is part of both the ETC and the TCA cycle, may also be defective. Elevated succinate levels are known to promote IL-1β production^25,36^ and we observed increased gene expression of IL-1β with PGC-1β loss (Supplementary Fig. S5e). This corresponds to the reduced gene expression of succinate dehydrogenase components in PGC-1β-deficient DCs (Supplementary Fig. S5e). The protein levels of NLRP3 inflammasome, IL-1β, and ASC (a marker of inflammasome assembly) suggest that the elevated succinate levels found with PGC-1β deficiency are not sufficient to stimulate inflammasome activity (Supplementary Fig. S5c). However, we observed that PGC-1β loss in DCs elevates other inflammatory markers and enriches for gene expression of proteins that participate in inflammatory pathways such as interleukin signaling and MAPK family signaling cascades (Fig. 2; Supplementary Fig. S6). This observation is in line with previous studies that establish a link between dysregulated PGC-1 proteins and NF-κB, a central factor in inflammation. Multiple indirect and direct effects may be involved, such as perturbed redox homeostasis, dysfunctional mitochondrial metabolism, and impaired regulation of NF-κB family member expression^11,30,37^.

Images of mitochondria acquired by electron microscopy reveal that mitochondria from PGC-1β-deficient DCs are less electron dense than those from control DCs (Fig. 5f), suggesting there is reduced electron flow through the ETC. Gene expression analyses reveal that several components of the ETC and the TCA cycle, and genes involved in cristae formation, show decreased expression. Together these data suggest that the mitochondria of PGC-1β-deficient DCs have a dysfunctional crista and ETC, leading to general impairment of mitochondrial metabolism. The ETC has crucial roles in the inflammatory phenotype or differentiation of many immune cell types. For example, macrophages undergo remodeling of their ETC upon LPS activation that disrupts OXPHOS. This leads to production of reactive oxygen species mainly by complex I and III, and the consequent stabilization of the transcription factor HIF-1α and expression of proinflammatory gene targets such as IL-1β and genes related to glycolysis^36^. For T cells, complex II activity is required for optimal T helper (Th) 1 cell differentiation and IFN-γ production, while also suppressing their proliferation^38^. ATP synthase (complex V) activity is necessary for Th17 differentiation and function, and inhibition of ATP synthase shifts CD4^+^ T cell differentiation into suppressive regulatory T cells^39^. These and other studies illustrate that there are specific requirements of ETC complexes in immune cell function.

Since we found that the protein expression levels of several ETC components are not affected by PGC-1β loss in DCs, other mechanisms may be responsible for the dysfunctional ETC. Each of the ETC complexes are comprised of several protein subunits and protein expression of only select subunits were examined in this study. Optimal enzymatic activity of the ETC complexes requires precise assembly of their components, which involves not only proper expression of the subunits, but also a myriad of nuclear-encoded assembly factors^40^. These assembly factors have a range of functions, including stabilization of the complexes and incorporation of necessary co-factors^40^, several of which were expressed lower in PGC-1β deficiency. Larger structures of ETC complexes known as supercomplexes enhance electron flux^41^ and defective assembly of supercomplexes could provide an explanation for the reduced oxidative metabolism yet unchanged protein levels of individual ETC complexes. Many NADH:ubiquinone oxidoreductase subunit (NDUF) proteins, which are generally important for the assembly and maintenance of complex I and supercomplexes and for mitochondrial health^42,43^, were reduced in expression in PGC-1β-deficient DCs (Supplementary Fig. S5e), potentially resulting in reduced or compromised complex assembly. Further, reducing agents such as NADH and FADH_2_ are generated by the TCA cycle and donate electrons to the ETC, fueling OXPHOS. Diminished levels of these electron donors could result in reduced electron flow through the ETC. In addition, since gene expression for several proteins involved in cristae formation was decreased in PGC-1β deficiency (Fig. 5g), efficient organization and packing of the ETC components may also be affected. However, the precise mechanism by which PGC-1β supports efficient ETC activity in DCs requires additional investigation. Further studies to address these questions will help expand our findings that highlight the importance of PGC-1β in maintaining an oxidative metabolic program and bioenergetic balance in DCs.

## Methods

### Mice

C57BL/6 were bred and maintained at the Van Andel Research Institute in a specific pathogen-free environment. Up to four mice per cage were housed in microisolator cages on 12 h light/dark cycles in a temperature-controlled environment with enviro-dry enrichment and free access to water and standard chow. Mice were subject to regular cage changes, veterinary inspection, and sentinel monitoring. Female mice were used at 8 to 20 weeks of age. All animal studies were carried out under protocols approved by the Van Andel Research Institute Institutional Animal Care and Use Committee and in accordance with ARRIVE guidelines^44^. Mice were euthanized according to American Veterinary Medical Association (AVMA) Guidelines for the Euthanasia of Animals.

### In vitro differentiation and retroviral transduction of dendritic cells

Bone marrow from the tibia and femur of C57BL/6 mice was extracted and seeded at day 0 in 6-well non-tissue culture-treated plates at 7.5 × 10^5^ non-erythrocytes/well or at 1 × 10^6^ non-erythrocytes/well if the cells were to undergo retroviral transduction. The cells were cultured in the presence of 20 ng/mL of granulocyte–macrophage colony-stimulating factor (GM-CSF; from Peprotech) in complete DC medium (CDCM): RPMI-1640 medium (Corning) containing 100 U/mL penicillin–streptomycin (Gibco), 2 mM l-glutamine (Gibco), 55 μM β-mercaptoethanol (Gibco), and 10% heat-inactivated Nu-Serum (Corning), with media changes at days 3 and 6. For retroviral transductions, the sequences for the *Ppargc1b* short hairpin RNA (shRNA) were obtained from RNAi Codex and cloned into the LMP retroviral vector expressing a human CD8 reporter^45^. Retrovirus containing a control shRNA (firefly luciferase) or the *Ppargc1b* shRNA were produced by 293 T cells transfected using Lipofectamine 2000 (Invitrogen). After 48 h, supernatant containing retrovirus was collected and applied to day 2 DC culture and spun at 2500 rpm 30 °C for 90 min. At day 8 or 9, DCs were harvested and sorted on human CD8 (for retrovirally transduced DCs) using a biotin anti-human CD8 antibody (clone SK1; BioLegend) and anti-biotin microbeads (Miltenyi). Sorted cells were seeded at a final density of 1 × 10^6^ cells/mL and were left unstimulated or stimulated with 100 ng/mL LPS (*Escherichia coli* O111:B4; Invivogen), 1000 U/mL IFN-β (PBL Interferon Source), and/or 250 μg/mL of aluminium hydroxide (alum; Invivogen) for the indicated length of time.

### Transmission electron microscopy

Bone marrow-derived dendritic cells retrovirally transduced with control shRNA or *Ppargc1b* shRNA were sorted on human CD8 as described above. Cells were fixed in 2.5% glutaraldehyde in PBS and shipped to the Center for Advanced Microscopy at Michigan State University for analysis.

### Metabolic assay

DCs were analyzed by Seahorse XFe96 Analyzer (Agilent) to measure ECAR and OCR in real-time. DCs were seeded at 7 × 10^4^ cells/well in CDCM and stimulated for the indicated length of time. For the XF Cell Mito Stress Test (Agilent), the cell medium was replaced with XF RPMI base medium containing 10 mM glucose, 2 mM glutamine, and 5% FBS, with pH adjusted to 7.4. The DCs were sequentially treated with oligomycin (1.5 μM), FCCP (1.5 μM), antimycin/rotenone (both 1 μM), and monensin (20 μM). For the XF Glycolysis Stress Test (Agilent), the cell medium was replaced with XF RPMI base medium containing 2 mM glutamine and 5% FBS, but no glucose. The DCs were sequentially treated with glucose (10 mM), oligomycin (1.5 μM), and 2-deoxyglucose (50 mM). For the XF Palmitate Oxidation Stress Test (Agilent), DCs were cultured for 6 h in nutrient-limiting media (RPMI-1640 containing 0.5 mM glucose, 1 mM l-glutamine, 1% FBS, 55 μM β-mercaptoethanol, 100 U/mL penicillin–streptomycin, and 0.5 mM carnitine), followed by replacing this with XF RPMI base medium containing 2 mM glucose and 0.5 mM carnitine. BSA or BSA-conjugated palmitate was added immediately prior to starting the run. For all assays, cells were placed at 37 °C in a non-CO_2_ incubator for approximately 1 h prior to the start of each run. After each run, cells were stained with 20 μM of Hoescht stain (ThermoFisher Scientific) for 15 min at 37 °C and imaged using a Cytation imaging reader (BioTek). Measurements from the assay were then normalized to cell number. ATP production rates (J_ATP_) were calculated based on protocols developed by Mookerjee et al., and adapted by Ma et al.^46,47^. J_ATP_ by glycolysis (J_ATP_glyc) and oxidative metabolism (J_ATP_ox) were calculated by ECAR or OCR, respectively, before any drug treatment for basal metabolism, and after FCCP treatment for maximal respiration. J_ATP_total represent the sum of J_ATP_glyc and J_ATP_ox.

### Stable isotope labeling (SIL) and metabolomics

DCs were cultured for the indicated times in medium containing 10% dialyzed FBS, 2 mM l-glutamine, 100 U/mL penicillin/streptomycin, 55 μM β-mercaptoethanol, and 10 mM ^13^C-labeled glucose (Cambridge Isotope Laboratories). Cells were washed with ice-cold saline and snap frozen on dry-ice and stored at − 80 °C.

Metabolites were extracted by modified Bligh-Dyer extraction^48^ by the addition of ice-cold methanol (A456, Fisher Scientific) directly to frozen cells, to which one volume of chloroform (A456, Fisher Scientific) was added. The sample was vortexed for 10 s, incubated on ice for 30 min, and then 0.9 parts of LC/MS grade water (W6-4, Thermo Fisher Scientific) was added. The samples were vortexed vigorously and centrifuged at maximum speed to achieve phase separation. The top layer containing polar metabolites was aliquoted into a fresh tube and dried in a speedvac for LC/MS analysis. The bottom layer was retained for fatty acid methyl-ester measurement.

Stable isotope tracing was conducted as previously described^49^. Briefly, two complementary LC/MS methods (basic-pH negative mode and acidic-pH positive mode HILIC separations) were used for broad metabolite coverage using an Orbitrap ID-X mass spectrometer (Thermo). Data were analyzed by Compound Discoverer (v3.2, Thermo). For TCA cycle intermediates, post-LC/MS analysis samples were dried and derivatized with MOX + MSTFA for GC/MS analysis and data analyzed by MassHunter (v8.0, Agilent). Natural abundance isotope correction to unlabeled control samples was completed using fluxfix.science^50,51^.

### RNA sequencing and analysis

RNA was isolated using TRIzol (ThermoFisher Scientific) according to manufacturer’s instructions. Libraries were prepared by the Van Andel Genomics Core from 500 ng of total RNA using the KAPA RNA HyperPrep Kit with RiboseErase (v2.17) (Kapa Biosystems, Wilmington, MA USA). RNA was sheared to 300–400 bp. Prior to PCR amplification, cDNA fragments were ligated to IDT for Illumina DNA/RNA UD Indexed adapters (Illumina Inc, San Diego CA, USA). Quality and quantity of the finished libraries were assessed using a combination of Agilent DNA High Sensitivity chip (Agilent Technologies, Inc.) and QuantiFluor® dsDNA System (Promega Corp., Madison, WI, USA. Individually indexed libraries were pooled and 100 bp, paired end sequencing was performed on an Illumina NovaSeq6000 sequencer using an S1, 200 bp sequencing kit (Illumina Inc., San Diego, CA, USA) to an average depth of 50 M reads per sample. Base calling was done by Illumina RTA3 and demultiplexed to FASTQ format with Illumina Bcl2fastq v1.9.0.

Raw reads were first trimmed of adapters with trim_galore (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and then mapped to mm10 with STAR v2.7.3a using option –quantMode GeneCounts to directly output counts for all features from GENCODE release M20^52^. A negative binomial generalized log-linear model was then fit to the filtered count data with edgeR using the weighted trimmed mean of M-values to normalize for library size and composition biases^53^. An interactions model was fit to find genes that responded differently depending on the stimulation type ((treatmentIFNb-treatmentcontrol)-(treatmentLPS-treatmentcontrol)). 

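In this comparison the unstimulated group drops out, so that the term equals the difference between IFN-β-treated and LPS-activated DCs in the 6 h libraries. LPS changed 11084 genes relative to unstimulated DCs (5334 higher, 5750 lower), and IFN-β changed 7631 (3837 higher, 3794 lower). The responses differed for 7989 genes, with 4194 higher and 3795 lower under IFN-β than under LPS. With libraries scaled by size only, the counts were 12683 genes for LPS (21.9% higher), 9630 for IFN-β (22.3% higher) and 9020 for the difference (77.9% higher). That scaling moved the median log2 fold change of all genes by -0.58 for LPS, -0.31 for IFN-β and 0.27 for the difference. The replicate letters as a block gave 11950, 9151 and 9425 genes. Both stimuli changed 6709 genes, 6423 of them in the same direction. The genes with the smallest adjusted p for the difference, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, were *Cnr2* (log2 difference 5.00, adjusted p = 4.3e-09), *Plau* (2.72, adjusted p = 1.1e-08) and *Stard9* (3.00, adjusted p = 1.4e-08) among those higher under IFN-β. Among those lower under IFN-β they were *Mapkbp1*, *Il12b* and *Sh3bp5*, with log2 differences of -3.17, -9.72 and -4.67.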

P-values were generated using empirical Bayes quasi-likelihood F-tests, and then adjusted using the BH method; adjusted P-values less than 0.05 were considered significant.

Heatmaps were generated from library-size normalized counts centered across genes (z-scores). Heatmaps were generated using the R package ComplexHeatmap^54^. KEGG^55–57^ and REACTOME pathways were retrieved with the R package msigdbr^58^. Pathway enrichment testing was done with GSEA as implemented in the clusterProfiler v3.14.3 function ‘GSEA.’ Enrichment testing for GO terms was also done with clusterProfiler v3.14.3 using the enrichGO function.

### Quantitative RT-PCR

RNA was isolated using TRIzol (ThermoFisher Scientific) according to manufacturer’s instructions. cDNA was obtained using RT MasterMix (Applied Biological Materials) and used to perform a SYBR-based real-time PCR (BioLine) with primers (Table 1) from Integrated DNA Technologies. Data were generated using the ΔΔCq method. Relative gene expression was normalized to that of hypoxanthine–guanine phosphoribosyltransferase (HPRT).

**Table 1:** List of primers used for qPCR.

Gene name	Forward primer	Reverse primer
*Ppargc1b*	GGC AGG TTC AAC CCC GA	CTT GCT AAC ATC ACA GAG GAT ATC TTG
*Slca21*	CTG GAC CTC AAA CTT CAT TGT GGG	GGG TGT CTT GTC ACT TTG GCT GG
*Sqstm1*	CCT CAG CCC TCT AGG CAT TG	TTC TGG GGT AGT GGG TGT CA
*Hadha*	AGT GGA AAG CGT GAC TCC AG	ACA TCC ACA CCC ACT TCG TC
*Cpt1a*	GGA CTC CGC TCG CTC ATT	ACC TTG ACC ATA GCC ATC CAG
*Hprt*	AGG ACC TCT CGA AGT GTT GG	GGC TTT GTA TTT GGC TTT TCC

### Flow cytometry

Cells were washed with wash buffer (PBS containing 1% FBS, 1 mM EDTA, and 0.05% sodium azide) and stained with eFluor 506 Fixable Viability Dye (Invitrogen) and Fc block (anti-CD16/CD32) prior to staining with cell surface markers, which include human CD8 (OKT-8), CD11c (N418), MHC-II (M5/144.15.2), CD86 (GL-1), PD-L1 (10F.9G2), CD11b (M1/70), and CCR7 (4B12). To examine intracellular cytokines IL-12p40 (C17.8) and IL-6 (MP5-20F3), cells were fixed with IC Fixation Buffer (Invitrogen) for 30 min, followed by cell permeabilization using Permeabilization Buffer (Invitrogen), and at least 1 h of intracellular cytokine staining in Permeabilization Buffer. For mitochondrial mass measurements, cells were stained with 50 nM MitoSpy Green (BioLegend) or 50 nM MitoTracker Deep Red (ThermoFisher Scientific) in HBSS at 37 °C for 20 min, followed by viability and surface marker staining as described above. Apotracker Green (BioLegend) was used at 400 nM according to manufacturer’s instructions to detect apoptotic cells. Samples were acquired in wash buffer on the Cytoflex (Beckman Coulter) or Aurora (Cytek) and analyzed using FlowJo software.

### Western blot

Protein lysates were prepared in RIPA lysis buffer with protease inhibitor and phosphatase inhibitor, then quantified by detergent compatible protein assay (Bio-Rad). Samples were run on 10% or 12.5% gels using SDS–polyacrylamide gel electrophoresis, and proteins were transferred by Turbo transfer system (Bio-Rad) onto methanol-activated polyvinylidine fluoride membranes. After blocking for 1 h with 5% milk, membranes were incubated overnight rocking at 4 °C with antibodies against β-actin (13E5), LC3I/II, SQSTM1 (D1Q5S), NLRP3 (D4D8T), ASC (D2W8U), IL-1β (D6D6T), and cleaved IL-1β Asp117 (E7V2A) (all from Cell Signaling Technology), Total OXPHOS Rodent WB Antibody Cocktail (Abcam), and α-tubulin (Proteintech), all at 1:1000 in 4% BSA. Following washes with Tris-buffered saline (TBS) containing 0.1% Tween-20 (TBS-T), membranes were incubated with horseradish peroxidase-linked antibody to rabbit or mouse IgG in 5% milk for 45 min. Enhanced chemiluminescence using SuperSignal substrate (ThermoFisher Scientific) and ChemiDoc (Bio-Rad) were used to develop blots. Densitometric analysis was performed using Bio Rad Image Lab software. Original blots are presented in Supplementary Figures.

### Statistical analysis

Data were analyzed using GraphPad Prism software (version 9). An unpaired or paired Student’s *t*-test was performed as indicated to determine statistical significance between two conditions. A two-way analysis of variance was performed to determine statistical significance between multiple groups. Differences between conditions were considered significant when *P* values were below 0.05.

## Supplementary Information

Supplementary Figures.

## Data Availability

Raw data files for the RNA sequencing analysis in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE204957 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE204957). Requests for data or reagents can be made to .

# Supplementary material for: PGC-1β maintains mitochondrial metabolism and restrains inflammatory gene expression
**Source:** Sci Rep. 2022 Sep 26;12:16028. doi: 10.1038/s41598-022-20215-6
**Supplement:** Supplementary file 1 — Supplementary Figures.

PGC-1β maintains mitochondrial metabolism and restrains inflammatory gene expression

Hannah Guak^1^, Ryan D. Sheldon^2^, Ian Beddows^3^, Alexandra Vander Ark^1^, Matthew J. Weiland^1^, Hui Shen^3^, Russell G. Jones^1^, Julie St-Pierre^4^, Eric H. Ma^1^, and *Connie M. Krawczyk^1^

# Supplementary Information

Figure S1 – Gene expression of *Ppargc1b* with LPS or IFN-β treatment

Bone marrow-derived DCs were left unstimulated or stimulated with LPS (100 ng/mL) or IFN-β (1000 U/mL) for 18 hours. Fold changes of *Ppargc1b* expression were made relative to *Hprt*. Data are from one experiment representative of three experiments (mean and s.e.m. of triplicates).

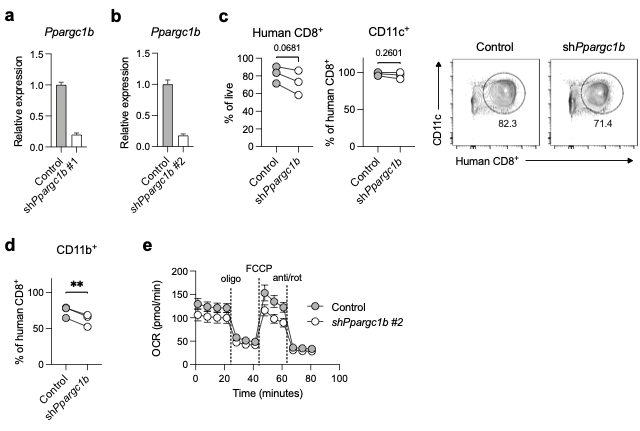

Figure S2 – Knockdown of *Ppargc1b* by shRNA

DCs were transduced with control shRNA or two different *Ppargc1b* shRNA (hairpin #1 in **(a)** and hairpin #2 in **(b)**), and knockdown was confirmed by RT-qPCR. **(c)** Proportion of live cells expressing human CD8 (marker of transduced cells; left), proportion of transduced cells expressing CD11c (middle), representative plot showing human CD8^+^ CD11c^+^ cells gated on live cells (right). **(d)** Proportion of transduced cells expressing CD11b. **(e)** OCR was measured over time of DCs transduced with control shRNA or *Ppargc1b* shRNA #2 with sequential treatments of oligomycin (oligo), FCCP, and antimycin/rotenone (anti/rot). Data are of one experiment representative of **(a)** at least three experiments (mean and s.e.m. of three replicates), **(b)** two experiments (mean and s.e.m. of three replicates), or **(e)** three experiments (mean and s.d. of six replicates). Data from **(c,d)** are of three experiments pooled together, with each individual experiment represented by a circle and values from the same experiment joined by a line. Statistical significance in **(c,d)** was determined by paired *t-*test. ** p < 0.01

Figure S3 – Activation marker expression at steady state and with IFN-β treatment in PGC-1β-deficient DCs

DCs were transduced with control shRNA or *Ppargc1b* shRNA and **(a)** intracellular levels of cytokine IL-12p40, **(b)** geometric MFI of CCR7, and **(c)** intracellular levels of IL-6 were determined by flow cytometry. **(a)** Histogram (left) and IL-12p40^+^ cells expressed as a percentage (right) of transduced CD11c^+^ DCs treated with IFN-β. **(c)** Histogram (left column) and IL-6 geometric MFI (right column) of transduced CD11c^+^ cells left untreated (top row) or treated with IFN-β (bottom row) for 4 hours. Data are of one experiment representative of two experiments (mean and s.d. of duplicates). Data from **(b)** are of three experiments pooled together, with each individual experiment represented by a circle and values from the same experiment joined by a line. Statistical significance was determined by paired *t*-test.

Figure S4 – PGC-1β deficiency increases autophagy and does not affect apoptosis

DCs were transduced with control or *Ppargc1b* shRNA and **(a)** examined for apoptosis, represented by the frequency of cells that were positive for both ApoTracker Green and eFluor 506 Fixable Viability Dye. DCs were cultured in 0, 1 or 10 mM glucose as indicated for 6 hours, and **(b)** gene expression of *Sqstm1* relative to *Hprt* was measured*.* 50 μM chloroquine (CQ) was added for the last 2 hours of culture and **(c)** SQSTM1 was visualized by western blot (left) and relative intensity of SQSTM1 bands to β-actin determined by densitometric analysis (right). **(d)** LC3-I/II visualized by western blot (left) and relative intensity of LC3-II to β-actin (middle). Autophagic flux was calculated by determining the difference between the intensity of LC3-II normalized by β-actin in the presence and absence of chloroquine (right). Data are of one experiment representative of **(a)** one experiment (mean and s.d. of triplicates), **(b-d)** three experiments. Statistical significance in **(b)** was determined by two-way ANOVA. * p < 0.05, *** p < 0.001

Figure S5 – Metabolite analysis following ^13^C-glucose pulse, IL-1β production and NLRP3 inflammasome activation, and gene expression analysis of PGC-1β-deficient DCs

**(a)** Relative abundance of labeled (^13^C) intracellular lactate (m+3 isotopomer) from DCs transduced with control or *Ppargc1b* shRNA and cultured with U-[^13^C]-glucose for 6 h prior to metabolite extraction. **(b)** IL-1β production by transduced DCs activated with LPS (100 ng/mL) overnight or 3 hours of LPS followed by addition of aluminium hydroxide (alum; 250 μg/mL) overnight. **(c)** Western blot of NLRP3, ASC, pro-IL-1β and cleaved IL-1β of transduced DCs left untreated or treated with LPS (100 ng/mL) or IFN-β (1000 U/mL) for 3 hours followed by addition of alum overnight to the indicated conditions. **(d)** Select Reactome pathways that are significantly enriched in sh*Ppargc1b* versus control DCs. **(e,f)** Heat maps showing the expression of genes involved in **(e)** respiratory electron transport (in unstimulated and IFN-β-treated conditions), **(f)** TCA cycle and cristae formation (IFN-β-treated). **(g)** Plot of data significance (-log_10_(p)) versus log_2_(fold change) for changes in expression of genes encoding proteins involved in mitochondrial fusion (*Opa1* and *Mfn2*) and fission (*Dnm1l*) in *shPpargc1b* DCs compared to control DCs. Data in **(e)** show unstimulated control versus unstimulated sh*Ppargc1b* DCs and IFN-β-treated control versus IFN-β-treated sh*Ppargc1b* DCs as separate comparisons. Data in **(a-c)** are of one experiment representative of two experiments (mean and **(a)** s.e.m. of triplicates or **(b)** s.d. of triplicates). ** p < 0.01

Figure S6 – Changes in expression of genes encoding inflammatory factors

RNA sequencing was performed on DCs transduced with control or *Ppargc1b* shRNA and left unstimulated or stimulated with IFN-β (1000 U/mL) for 6 hours. Heat maps show the expression of genes involved in signaling by interleukins (left) and MAPK family signaling cascades (right). Data show unstimulated control versus unstimulated sh*Ppargc1b* DCs and IFN-β-treated control versus IFN-β-treated sh*Ppargc1b* DCs as separate comparisons within each pathway.

Figure S7 – Uncropped blots

Uncropped blots of **(a)** p-AMPK, AMPK, and β-actin corresponding to Fig. 3g, **(b)** OXPHOS cocktail (ETC complexes I-V) and VDAC corresponding to Fig. 4b, **(c)** SQSTM1 and β-actin corresponding to Supplementary Fig. S4c, **(d)** β-actin and LC3-I/II corresponding to Supplementary Fig. S4d, and **(e)** NLRP3, pro-IL-1β, cleaved IL-1β, ASC, and α-tubulin corresponding to Supplementary Fig. S5c.

How the deposited data were processed for this re-analysis (not part of the article)

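RNA sequencing was analysed for 9 libraries of bone marrow-derived DCs cultured with GM-CSF: 3 unstimulated, 3 treated with LPS (100 ng/mL) and 3 treated with IFN-β (1000 U/mL), all for 6 h. The authors trimmed adapters with trim_galore, mapped the reads to the mouse genome with STAR and counted them on the genes of a GENCODE release. The authors deposited raw counts per gene and library, without normalization and without a filter on low counts. The strand setting of the counting and the low-count filter used before the paper's model are not given in the paper's text. The samples of the knockdown experiments, of the metabolite measurements and of the RT-qPCR were not analysed here.

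The tests were run with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, following the paper's methods: TMM factors, a negative binomial model and quasi-likelihood F-tests. Genes were kept by edgeR's filterByExpr function with the groups as given, which left 16260 of 55471 genes. The model had 1 term per condition over all 9 libraries. The comparisons were LPS against unstimulated, IFN-β against unstimulated, and the IFN-β response against the LPS response. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were counted as changed. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Single genes were also compared by an exact permutation test over the 3 libraries against 3, whose smallest p-value is 0.1. Log2 values for single libraries used a pseudocount of 0.5 CPM.

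Gene coordinates are those of GRCm38, from GENCODE M21, the release available, where the counts were made on an earlier release; 55144 of the 55471 identifiers had an entry in it. The pathway lists were written by hand before the data were examined. They came from the legible labels of Fig. 1c and from memory of the KEGG pathways the paper names. Most labels were illegible, and whether the lists match the authors' gene sets is not known. The genes named in the text were set beforehand. They are the genes the paper names, the homolog *Pprc1*, the remaining subunits of complex II, *Hprt* and 8 marker genes of stimulation. To these were added the genes with the largest changes in each list. Such genes were sought among those past the threshold whose stimulated libraries all lay on the same side of all unstimulated libraries. The 3 genes with the smallest adjusted p-value in each direction of each comparison were also added. Genes named outside this rule are marked as chosen after their values were seen.

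The mean number of counts assigned to genes was 37535806 per library, and a count of 3 was taken as the smallest that the depth can show. Floors cover counting error only, because reads without molecular identifiers are not independent molecules. SDs and standard errors also include the variation between libraries. The model was tested on simulated data with 195 changed genes, of which edgeR recovered 167 (85.6%), with 7.73% of its calls among unchanged genes. Those changes were put into the LPS group alone, as rises or falls drawn at random, with no effect of the replicate letters. In the real libraries LPS changed 11084 genes. The simulated rates do not cover a response that broad or its effect on the scaling. The alternatives tried were DESeq2 1.42.0 with its size factors and Wald test, scaling by library size only, upper-quartile factors, no filter on low counts, at least 10 counts in every library, a fit of the 2 compared groups alone, and the replicate letters as a block. Each of the 9 libraries was also left out in turn, and the thresholds of an absolute log2 fold change of at least 1 and of an adjusted p-value under 0.01 were tried for the gene counts. *Ppargc1b*, *Sdha*, *Sdhb* and *Cpt1a* were also expressed relative to *Hprt*, and the pathway lists were replaced by other lists.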

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

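The tests of carry-over and of LPS in the IFN-β treatment, and of the scaling of *Nos2*, were chosen only after the results were seen; the tests of the genes with opposite changes were set beforehand.

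A group of 286 genes was past the threshold in opposite directions under LPS and IFN-β, 4.26% of the 6709 genes changed by both stimuli. Of these, 185 were higher under IFN-β and lower under LPS, and 101 were the reverse. The paper's text does not list genes with opposite changes. *Pycard*, which encodes ASC, a protein the paper measures in the knockdown, is among them, with log2 fold changes of -0.76 under LPS and 0.72 under IFN-β and a difference of 1.49 (adjusted p = 5.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 libraries of each group showed these directions for *Pycard*, whose exons overlap an annotated gene on the other strand. The genes with the largest smaller change of the pair, named after their values were seen, were *Hamp* (4.03 under LPS, -1.61 under IFN-β), *Dio2* (-1.53 and 1.50) and *P3h2* (2.40 and -1.48). Of the 286 genes, 28.0% (80 genes) had opposite calls with scaling by library size only, 71.0% with upper-quartile factors, 92.3% with DESeq2 and all with the replicate letters as a block. Scaling by library size only shifts every gene by -0.58 under LPS and -0.31 under IFN-β, which removes opposite calls by itself, so that loss does not show whether the scaling made them. Scaling by library size only gave 299 genes with opposite calls in total, most of them different genes. A single library was weighed as another technical explanation, and 143 of the 286 genes (50%) had opposite calls in every fit that left out 1 of the 9 libraries, which settles it neither way. The block gave 529 genes with opposite calls. The fits that each left out 1 library gave 184 to 288 such genes, the fewest without unstimulated library B. Under all 16 alternatives, 57 of the 286 genes had opposite calls, *Pycard* among them, with *Hamp*, *Dio2* and *P3h2* not; a gene removed by a filter counts as lost. For *Pycard* the log2 fold change ranged from -1.35 to -0.70 under LPS and from 0.42 to 0.77 under IFN-β. The stimuli themselves are the biological explanation the design offers, and for the genes that lost their opposite calls it cannot be told apart from the scaling or from single libraries.

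*Nos2*, a marker gene the paper does not report on in these libraries, was higher under IFN-β than without stimulation. Its log2 fold change was 5.38 (standard error 0.39, adjusted p = 3.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 IFN-β libraries lay above all 3 unstimulated libraries. Expression was 2.13 ± 1.31 CPM without stimulation, 4016 ± 699 with LPS and 87.9 ± 25.0 with IFN-β (SD, n = 3). Reads carried over from the LPS libraries would add the same fraction of the LPS level to every gene, so the fraction seen for another gene limits the carry-over. *Nos2* under IFN-β was 2.19% of its LPS level and *Il12b* was 0.118% of its own, so the *Nos2* fraction was 18.5 times a limit on what carry-over could have added. The limit is lower still by *U90926*, at 0.0511%, a gene named after its values were seen. That limit was first taken from *Il1b*, at 0.970%, and was changed to the lower fraction after the first result was seen; against *Il1b* the ratio is 2.26, and by that first limit carry-over had not been excluded. LPS present in the IFN-β treatment was not excluded. Of 32 genes raised by at least 8 on the log2 scale by LPS, 18 were also past the threshold and higher under IFN-β, but IFN-β itself could give such an overlap, so this count does not separate the explanations. The marker gene *Il6* was past the threshold under IFN-β, with a log2 fold change of 1.81. *Il12b* was not past it, with a log2 fold change of 0.33 under IFN-β (adjusted p = 0.134), and neither was *Il1b*, with 0.45 (adjusted p = 0.258), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate letters as a block *Il12b* and *Il1b* were past the threshold, *Il12b* with 0.34 (adjusted p = 0.0399) and *Il1b* with 0.41 (adjusted p = 0.0336), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives, the adjusted p from edgeR's quasi-likelihood test or DESeq2, each with Benjamini-Hochberg adjustment, ranged from 0.0399 to 0.893 for *Il12b* and from 0.0336 to 0.844 for *Il1b*. With scaling by library size only, the log2 fold change of *Nos2* was 5.08, and it was past the threshold in all 16 alternatives (range 5.01 to 5.93, highest adjusted p 7.2e-05 from edgeR's quasi-likelihood test or DESeq2, each with Benjamini-Hochberg adjustment). A response to IFN-β is a candidate explanation, and no test here tells it apart from LPS in the treatment.

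*Ifnb1*, which encodes IFN-β and which the paper does not report on, had raw counts of 0, 0 and 1 in unstimulated libraries, 137, 117 and 93 in LPS libraries and 9, 5 and 9 in IFN-β libraries. The unstimulated libraries were at or under the floor of 3 counts. Against that floor, *Ifnb1* was at least 52.8-fold higher with LPS and at least 2.81-fold higher with IFN-β, at 0.197 ± 0.0591 CPM (SD, n = 3). This gene was singled out after its values were seen. Reads carried over from the LPS libraries could add no more than the *Il12b* fraction given above, and *Ifnb1* under IFN-β was 5.33% of its LPS level, 45.04 times that fraction. LPS in the treatment was not excluded for *Ifnb1* either, so its signal cannot be told apart from that explanation.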

How the results depend on the processing

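The alternatives were set before the data were examined, none was added later, and each changed a single choice; the wording of the tests over splits of the libraries was written only after their results were seen. The numbers of changed genes stayed within 1.5 times their values under every alternative except a fold-change threshold. With an absolute log2 fold change of at least 1 required, 5429 genes were changed by LPS and 2052 by IFN-β, and 2834 differed between the responses. The fits that each left out 1 of the 9 libraries gave 10455 to 11234, 6467 to 7742 and 6858 to 8049 genes, and an adjusted p-value under 0.01 gave 9457, 5453 and 5868. Scaling by library size only kept the numbers within that limit but made most changes under LPS and IFN-β negative and most differences positive, in the direction of the shifts of the median, -0.58 (LPS), -0.31 (IFN-β) and 0.27 (difference). Upper-quartile factors moved the median by -0.09, -0.08 and 0.01. In each comparison, 1 of the 10 splits of the 6 libraries, the real split, gave as many genes as the real split (10725, 7655 and 7581 in fits of the 2 groups alone), and a share of 1 in 10 is the smallest that this design can give. The other 9 splits gave 0 genes, with 24 to 206, 59 to 531 and 35 to 373 genes at an unadjusted p under 0.05. Each of those 9 splits mixes the compared conditions within a group, so the difference between conditions widens the spread within groups. Their 0 genes are therefore no measure of false calls. Of the 10 splits, 4 part all 3 pairs of libraries with the same letter, the real split among them, and the others part 1 pair.

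*Ppargc1b* kept its direction in all 3 comparisons under all alternatives, with log2 fold changes of -4.15 to -3.16 under LPS, -0.65 to -0.22 under IFN-β and 2.94 to 3.50 for the difference. The change under LPS and the difference were past the threshold in every alternative with a test. The change under IFN-β was past it in DESeq2, all scalings, both filters and the block, but not in 3 of the 9 fits that left out a library, where the log2 fold change ranged from -0.41 to -0.23 across the 9 and the adjusted p reached 0.0794 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cause was not tested. Relative to *Hprt*, the *Ppargc1b* values were -3.16 under LPS, -0.22 under IFN-β and 2.94 for the difference.

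*Sdha*, *Sdhb* and *Cpt1a* depended on the scaling. With library size only, the IFN-β changes were -0.33 for *Sdha*, past the threshold, -0.18 for *Sdhb* and -0.015 for *Cpt1a*, both reversed in sign and not past it, and the LPS change of *Cpt1a* was -0.66, past the threshold. With upper-quartile factors, the LPS change of *Cpt1a* was -0.17, past the threshold. Relative to *Hprt*, whose own log2 fold change was -0.41 under LPS and -0.13 under IFN-β, *Sdha* changed by 0.15 under LPS and 0.10 under IFN-β, with a difference of -0.047, all reversed. *Sdhb* changed by 0.0092 under LPS, reversed, and by 0.25 under IFN-β, with a difference of 0.24, and *Cpt1a* by 0.34 under LPS, reversed, and by 0.42 under IFN-β, with a difference of 0.083. These shifts follow those of the scaling factor or of *Hprt* itself, which apply to every gene alike. All 9 comparisons of these genes kept their direction and their side of the threshold with DESeq2, with either filter, with the compared groups alone, with the block and with each library left out.

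In the pathway lists, scaling by library size only raised the glycolysis genes changed by IFN-β to 34 and by both in the same direction to 33, and those of the TCA cycle to 20 and 19. It raised the median absolute log2 fold changes (LPS and IFN-β) to 1.05 and 0.47 in glycolysis, 1.12 and 0.59 in the TCA cycle, and 1.39 and 0.68 in fatty acid metabolism. Upper-quartile factors gave medians of 0.63 and 0.36 in the TCA cycle and 0.96 and 0.50 in fatty acid metabolism, and no filter on low counts gave an IFN-β median of 0.44 in glycolysis. The median was lower under IFN-β than under LPS in each list under each of these settings. Leaving out a library gave 9 to 13 TCA cycle genes changed by IFN-β and 8 to 12 changed by both in the same direction. It gave medians of 0.27 to 0.33 for the TCA cycle under IFN-β, and of 0.83 to 0.94 and 0.39 to 0.48 for fatty acid metabolism under LPS and IFN-β. A list of 19 core glycolysis genes had 17 changed by LPS, 8 by IFN-β and 7 by both in the same direction, 17 with a smaller change under IFN-β, and a median of 0.84 under LPS. A list of 13 genes of β-oxidation had 10 changed by LPS, 11 by IFN-β and 8 by both in the same direction, 10 with a smaller change under IFN-β, and medians of 0.58 and 0.34. The smaller counts follow the shorter lists, and the cause of the lower medians in the β-oxidation list was not tested.

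Among the other named genes, scaling by library size only reversed *Slc2a1* under IFN-β (-0.23), *Hadha* under LPS (-0.16) and IFN-β (-0.24), *Dnm1l* under LPS (-0.20), IFN-β (-0.16) and in the difference (0.046), and *Cs* under LPS (-0.029) and IFN-β (-0.29). Upper-quartile factors reversed the IFN-β changes of *Slc2a1* (-0.0022), *Hadha* (-0.013) and *Cs* (-0.065). With a library left out, *Slc2a1* under IFN-β ranged from -0.0020 to 0.11, *Pfkm* under LPS from -0.19 to 0.025 and *Cs* under IFN-β from -0.022 to 0.035, so each changed sign in at least 1 fit; the cause was not tested. Results of these named genes also crossed the threshold without a change of direction in at least 1 alternative, 13 of them becoming stronger and 5 weaker. Among them are *Pfkm* under LPS and *Dnm1l* under IFN-β and in the difference, which changed sign in a different alternative. The raw counts of *Ppargc1a* correspond to at most 0.087 CPM, so the depth does not allow a comparison of the groups for this gene.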

Differences from the paper's values

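None of the values the paper states or shows for a measure also computed here differed by the criteria used. The paper's average depth is 50 M reads, and the mean number of counts assigned to genes was 37.5 M per library, a smaller set of reads than those sequenced. The paper's mean raw counts of *Ppargc1b* are about 1700, about 110 and about 1200 in Fig. 1d, read by eye, for unstimulated, LPS and IFN-β, against 1731, 108 and 1229 here.

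The paper describes *Ppargc1b* as maintained in IFN-β-treated DCs. The paper's evidence is the 6 h libraries and RT-qPCR at a later time relative to *Hprt*, which was not analysed here. In the 6 h libraries, the *Ppargc1b* log2 fold change under IFN-β was -0.34 (standard error 0.11, adjusted p = 0.0248 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), lower in 3 of 3 libraries. Relative to *Hprt* in these libraries, the change was -0.22, without a test. Among the alternatives set before the data were examined, the adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was above 0.05 in the fits without unstimulated library B (0.0631), without unstimulated library C (0.0794) and without IFN-β library A (0.0669), and in no other.

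The paper describes *Sdha* and *Sdhb* as maintained and *Cpt1a* as induced under IFN-β, and the main values have these directions. With scaling by library size only, *Sdha* was lower under IFN-β (-0.33, adjusted p = 6.3e-04) and *Cpt1a* was not higher (-0.01, adjusted p = 0.857), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper describes its heat maps as drawn from library-size normalized counts and does not state whether composition factors were left out.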

Other observations

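The tests of the share of respiratory chain genes against matched lists, of the share of fatty acid genes under other scalings, and of carry-over into the unstimulated libraries, were chosen only after the results were seen.

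Scaling the libraries by their totals alone shifted the log2 fold changes of all genes downwards, by -0.58 under LPS and -0.31 under IFN-β, relative to TMM scaling. The 572 genes raised at least 8-fold by LPS held 15.2% ± 0.400 of the counts in LPS libraries and 1.19% ± 0.119 in unstimulated libraries (SD, n = 3). Leaving them out of the totals removed 37.8% of the shift, to -0.36, so they may account for part of it and not for most of it. Leaving out the 100 genes with the most counts removed 14.8%. Under IFN-β, 207 genes raised at least 8-fold held 2.93% ± 0.249 and 0.224% ± 0.0696 of the counts and leaving them out removed 12.9% of the shift, and the top 100 genes removed 11.8%. Most of both shifts is left without a tested explanation.

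The 43 glycolysis genes had a median log2 fold change of -0.42 under LPS. Among 10000 random lists matched on mean expression, whose median was 0.17, the glycolysis list lay at percentile 0, and among lists matched on expression, GC content and length at percentile 0.04. Neither expression level nor GC content and length therefore accounts for the lower glycolysis genes, and a response to LPS is a candidate explanation that was formed on the same data. The fall was not specific to glycolysis or to LPS. Under LPS the median was -0.54 for the TCA cycle and -0.58 for fatty acid metabolism, at percentiles 0.05 and 0 of lists matched on expression. Under IFN-β the percentiles were 0.27 for glycolysis and 0 for both other lists. With library size only, the glycolysis median was -1.001, against a median of -0.62 for all genes. The smaller changes under IFN-β held across all genes as well. The share of genes with the smaller change lay at percentile 83.68 of matched lists for glycolysis, 70.14 for the TCA cycle and 99.0 for fatty acid metabolism. For glycolysis and the TCA cycle the share is thus in line with that of other genes of the same expression. For fatty acid metabolism it was 89.1% with TMM, and among matched lists under the same setting it lay at percentile 99.8 with DESeq2 (90.9%), 97.8 with upper-quartile factors (87.3%) and 98.9 with the block (89.1%). With library size only the share was 74.5%, at percentile 7.36, so the excess was present in every scaling tried except this one, whose shift of every gene also changes the share by itself and leaves the effect of the scaling open.

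The 79 nuclear genes of the respiratory chain, ATP synthase subunits included, had a median log2 fold change of -0.15 under LPS and -0.16 under IFN-β. Of these genes, 54 were lower under LPS and 70 under IFN-β. Past the threshold were 34 lower and 7 higher under LPS, and 25 lower and 3 higher under IFN-β. With 1 library left out, the median ranged from -0.18 to -0.14 under LPS. Under IFN-β it ranged from -0.23 without IFN-β library C to -0.09 without IFN-β library A. With library size only the medians were -0.74 and -0.47, against -0.62 and -0.32 for all genes. The LPS median lay at percentile 0.89 of lists matched on expression and 0.07 of lists matched on expression, GC content and length, so neither accounts for it. The change was smaller under IFN-β for 59.5% of these genes, at percentile 0.045 and 0.065 of the same kinds of lists, where the random median was 77.2% and 75.9%. The share was 54.4% with upper-quartile factors (percentile 0 of lists matched on expression), 60.8% with DESeq2 (percentile 0.065) and 59.5% with the block (percentile 0.03). With library size only, the share was 93.7%, at percentile 99.83. That scaling shifts every gene further down under LPS than under IFN-β, which by itself makes small changes the smaller under IFN-β, so the reversal does not show whether the scaling made the pattern, and the pattern cannot be told apart from it. The 10 mitochondrially encoded genes that were tested had a median log2 fold change of 0.45 under LPS and 0.21 under IFN-β. Only 6 of them were past the threshold under LPS and 2 under IFN-β, all higher. With library size only, the medians of the 10 genes became -0.13 and -0.10, negative in sign but above the medians of all genes. With TMM and 1 library left out, the medians of the 10 genes ranged from 0.28 to 0.62 under LPS and from 0.20 to 0.27 under IFN-β. No explanation was tested for the mitochondrially encoded genes.

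Of 46 genes raised at least 16-fold by IFN-β, 35 fell from library A to B to C in unstimulated DCs, 24 did so in LPS libraries and 8 in IFN-β libraries, against 25.3% of the other genes in unstimulated DCs. The median ratio of A to C was 2.79, 1.44 and 1.19 in unstimulated, LPS and IFN-β libraries. Reads carried over from IFN-β libraries would make the excess of A over C the same fraction of the IFN-β level for every gene, but the 90th percentile of that fraction was 7.38 times the 10th. A preparation shared by libraries with the same letter may account for the pattern, and cannot be told apart from it, since the ratio was above 1 in all 3 groups but near it with IFN-β. No biological explanation was tested.

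The paper reports the genes and proteins that follow for the knockdown of *Ppargc1b*, in samples that were not analysed here. In the 6 h libraries, the log2 fold changes under LPS and IFN-β were 2.75 and 1.87 for *Cd86*, 2.67 and 1.74 for *Cd274*, 1.51 and 0.49 for *Ccr7*, and 2.27 and 0.60 for *Nlrp3*. They were 1.33 and 0.73 for *Sqstm1*, -0.47 and -0.36 for *Mfn2*, -0.57 and -0.19 for *Chchd3* and -0.20 and -0.07 for *Opa1*. For *Slc2a1* they were -0.32 and 0.08, for *Hadha* 0.42 and 0.06, and for *Dnm1l* 0.38 and 0.15, and the changes of these 3 genes reverse in part with library size only (to -0.23 for *Slc2a1* under IFN-β, and to -0.16 for *Hadha* and -0.20 for *Dnm1l* under LPS). All of these LPS changes were past the threshold, as were the IFN-β changes of *Cd86*, *Cd274*, *Ccr7*, *Nlrp3*, *Sqstm1* and *Mfn2*. Scaled by library size only, the IFN-β changes of *Ccr7* (0.18) and *Nlrp3* (0.29) were no longer past it, and those of *Opa1* (-0.38) and *Chchd3* (-0.50) were. Those of *Slc2a1* (-0.23) and *Hadha* (-0.24) were also past it with that scaling, with reversed sign. With the replicate letters as a block, the IFN-β changes of *Chchd3* (-0.20) and *Dnm1l* (0.15) were past it. *Pprc1*, a homolog of *Ppargc1b* whose exons overlap *Ldb1* on the other strand, had log2 fold changes of -0.90 and -0.56. The marker genes *Il6*, *Acod1*, *Mx1*, *Isg15* and *Ifit1* had 10.18, 4.79, 4.32, 5.35 and 6.47 under LPS and 1.81, 3.17, 3.39, 4.25 and 4.93 under IFN-β, and *Il12b* and *Il1b* had 10.05 and 7.14 under LPS. The genes with the smallest adjusted p-values under LPS were *Pla1a*, *Mapkbp1* and *Ptgs2* (4.53, 3.14 and 10.42) and *Fads1*, *Cnr2* and *Stard9* (-3.63, -5.73 and -3.80). Under IFN-β they were *Kdr*, *Enpp4* and *Flt4* (3.80, 5.30 and 5.61) and *Add3*, *Deptor* and *Fasn* (-1.42, -1.96 and -1.76).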
